# Biological aging of CNS-resident cells alters the clinical course and immunopathology of autoimmune demyelinating disease

**DOI:** 10.1172/jci.insight.158153

**Published:** 2022-06-22

**Authors:** Jeffrey R. Atkinson, Andrew D. Jerome, Andrew R. Sas, Ashley Munie, Cankun Wang, Anjun Ma, William D. Arnold, Benjamin M. Segal

**Keywords:** Autoimmunity, Neuroscience, Autoimmune diseases, Multiple sclerosis, Neurological disorders

## Abstract

Biological aging is the strongest factor associated with the clinical phenotype of multiple sclerosis (MS). Relapsing-remitting MS typically presents in the third or fourth decade, whereas the mean age of presentation of progressive MS (PMS) is 45 years old. Here, we show that experimental autoimmune encephalomyelitis (EAE), induced by the adoptive transfer of encephalitogenic CD4^+^ Th17 cells, was more severe, and less likely to remit, in middle-aged compared with young adult mice. Donor T cells and neutrophils were more abundant, while B cells were relatively sparse, in CNS infiltrates of the older mice. Experiments with reciprocal bone marrow chimeras demonstrated that radio-resistant, nonhematopoietic cells played a dominant role in shaping age-dependent features of the neuroinflammatory response, as well as the clinical course, during EAE. Reminiscent of PMS, EAE in middle-aged adoptive transfer recipients was characterized by widespread microglial activation. Microglia from older mice expressed a distinctive transcriptomic profile suggestive of enhanced chemokine synthesis and antigen presentation. Collectively, our findings suggest that drugs that suppress microglial activation, and acquisition or expression of aging-associated properties, may be beneficial in the treatment of progressive forms of inflammatory demyelinating disease.

## Introduction

Traditionally, people with multiple sclerosis (MS) are categorized into 2 major clinical subsets based on whether they experience a relapsing-remitting or progressive course. Relapsing-remitting MS (RRMS) is characterized by discrete, self-limited episodes of neurological signs and symptoms that persist for weeks to months, followed by a partial or full recovery. Clinical relapses are associated with the appearance of acute inflammatory demyelinating lesions in CNS white matter, which are driven by the infiltration of lymphocytes and myeloid cells from the bloodstream into the CNS across leaky cerebrovascular venules (1). In contrast, progressive MS (PMS) involves an insidious, gradual decline in neurological function (most often in the form of worsening paraparesis, gait imbalance, and/or dementia), in the absence of focal blood-brain barrier (BBB) breakdown or influx of peripheral immune cells. Typical pathological features of PMS include slowly expanding white matter lesions, composed of a gliotic core surrounded by a rim of activated microglia, as well as widespread microglia activation in the macroscopically normal-appearing white matter (1, 2). Disease-modifying therapies that are approved for the treatment of MS mostly target lymphocytes in the peripheral immune system. While highly efficacious in RRMS, they have a modest therapeutic impact, at best, in PMS. There is an unmet need for new treatments that slow, or even block, the accumulation of disability in individuals with PMS. The identification of novel therapeutic targets pertinent to PMS will require a deeper understanding of the pathogenic effector cells, mediators, and pathways specific to the manifestation of progressive disease.

Biological aging is the strongest factor associated with MS clinical phenotype. RRMS typically presents in the third or fourth decade, while the mean age of onset of PMS is 45 years old (3). The age of onset of PMS is similar whether it occurs at clinical presentation (referred to as primary progressive MS) or follows an initial RR phase (secondary progressive MS). PMS is rare before age 40 and virtually nonexistent in the pediatric population (4). MS relapse rates tend to decline with disease duration and chronological age (5). Collectively, these data suggest that physiological changes associated with biological aging interact with the autoimmune response that drives CNS damage during MS, in a manner that transforms the clinical course and underlying neuropathology into a progressive pattern. Biological aging could affect the pathogenesis of MS via direct effects on immune cells or CNS-resident cells. Regarding the former, aging leads to immunosenescence, including a chronic, low-grade inflammatory state referred to as “inflamm-aging.” Regarding the latter, aging CNS tissues may be more vulnerable to inflammatory insults and less capable of initiating repair. The relative contributions of these aging-related phenomena to chronic active lesions, widespread microglial activation, and relentless accumulation of disability during PMS remain to be elucidated.

Experimental autoimmune encephalomyelitis (EAE), the most popular animal model of MS, generally presents with an acute monophasic or RR course (6). The hallmark pathological features of EAE, such as multifocal BBB breakdown and CNS influx of hematogenous leukocytes, are more reminiscent of RRMS than PMS. EAE is traditionally induced in young adult mice, between 8–12 weeks of age (7). There is a relative dearth of publications examining EAE in middle-aged or geriatric mice. A limited number of previous studies have shown that clinical EAE, induced by active immunization, is more severe and chronic in geriatric C57BL/6 or Biozzi ABH mice when compared with syngeneic young adult mice (8, 9). The cellular and molecular mechanisms underlying such age-related differences in disease severity are poorly understood. In the current study, we revisit the impact of biological aging on autoimmune neuroinflammation by comparing the clinical course, neuropathology, and inflammatory milieu in young adult versus middle-aged Th17 adoptive transfer recipients.

## Results

### Biological aging exacerbates the effector phase of EAE.

In order to differentiate between the effects of biological aging during the T cell–priming and effector stages of EAE, we used an adoptive transfer model in which IL-23–polarized, MOG_35-55_–reactive CD4^+^ T cells from donors of different ages are injected into naive syngeneic recipients of different ages. Traditionally, EAE is induced in young adult mice, between 8 and 12 weeks of age. For the middle-aged cohort, we used mice 40–44 weeks of age, based on their general developmental similarity to humans at the mean age of onset for PMS (10). We found no significant differences in the clinical course of EAE induced by encephalitogenic CD4^+^ T cells derived from MOG-immunized young adult versus middle-aged donors (Supplemental Figure 1; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.158153DS1). In contrast, the clinical course of EAE was accelerated and exacerbated in middle-aged, compared with young adult, adoptive transfer recipients that had been injected with the same pool of encephalitogenic CD4^+^ T cells (Figure 1). Middle-aged Th17 cell recipients developed neurological deficits earlier, had higher peak scores, and had more cumulative neurological disability (Figure 1, A–C). Middle-aged recipients also exhibited greater weight loss, and a significant proportion succumbed to disease (58%), while all young recipients survived (Figure 1, D and E). Moreover, approximately 80% of young adult recipients underwent clinical remission, compared with approximately 40% of their middle-aged counterparts (Figure 1F), and they experienced a greater degree of recovery (Figure 1G). These age-related differences in the clinical course were reproducible across male and female cohorts (Supplemental Figure 1G). Immunohistochemical analysis of spinal cord sections revealed more extensive demyelination, associated with parenchymal infiltration by CD45^hi^ hematogenous leukocytes, in middle-aged adoptive transfer recipients (Figure 2). Electrophysiological studies were performed to assess the functional integrity of the spinal cord (Figure 3, A–E). Motor-evoked responses following cervical spinal cord stimulation showed delayed responses in all mice at peak and chronic stages of EAE compared with baseline, indicative of demyelination in the corticospinal tracts (Figure 3B). By week 2 posttransfer, the delay in nerve signal propagation was significantly longer in middle-aged recipients (Figure 3C), consistent with enhanced myelin damage, as had also been revealed by immunohistochemistry. In addition, from day 13 posttransfer onward, middle-aged mice exhibited a greater reduction in motor-evoked potential amplitudes compared with young adult mice, signifying increased axonal dysfunction and/or loss (Figure 3D). MUNE is calculated by dividing the maximum compound muscle action potential amplitude, obtained with sciatic nerve stimulation, by the average single motor unit potential. MUNE, which reflects the number of motor units innervating single muscles, was lower in the sciatic innervated hind limb muscles of middle-aged recipients on day 27 posttransfer (Figure 3E), consistent with a greater loss or dysfunction of motor neurons in the lumbar spinal cord.

### Encephalitogenic T cells and neutrophils are expanded, while B cells are retracted, in CNS infiltrates of middle-aged mice with EAE.

The exacerbated clinical course of EAE in older mice could be secondary to a more virulent neuroimmune response, increased susceptibility of CNS-resident cells/myelin to immune-mediated damage, or a combination of these mechanisms. To investigate the former possibility, we compared the cellular composition of neuroinflammatory infiltrates between middle-aged and young adult mice on day 10 after T cell transfer (representative gating strategy shown in Supplemental Figure 2). There were significantly higher frequencies of CD4^+^ T cells and neutrophils, and a lower frequency of B cells, among CD45^+^ cells isolated from the spinal cords of the middle-aged adoptive transfer recipients (Figure 4, A–C). Frequencies of macrophages/monocytes or monocyte-derived dendritic cells did not differ between the groups (Supplemental Figure 3A). Similar patterns were observed with regard to the absolute numbers of immune cell subsets per spinal cord (Supplemental Figure 3B). For our experiments, we routinely obtain MOG_35-55_-primed CD4^+^ T cells from CD45.1^+^ congenic donors, in order to distinguish the transferred encephalitogenic T cells from CD45.2^+^ bystander host T cells. We found that CD45.1^+^CD4^+^ T cells were disproportionately expanded in the CNS of middle-aged recipients (Figure 4B). A broad panel of proinflammatory and chemotactic factors were upregulated in spinal cord lysates of all mice with EAE but were consistently elevated to higher levels in older mice. These factors include the chemokines CCL5, CXCL9, and CXCL10, which have been shown to target encephalitogenic T cells (11, 12), and CXCL1 and CXCL2, the major chemoattractants of mature neutrophils (13, 14) (Figure 5). Neutrophil-mobilizing factors GM-CSF and G-CSF were also expressed at higher levels in spinal cord lysates obtained from older mice.

### GM-CSF promotes the early, but not late, stage of exacerbated EAE in aged mice.

We have previously shown that GM-CSF receptor–deficient (GM-CSFR–deficient) mice are relatively resistant to adoptively transferred EAE (15). They experience a milder course than wild-type counterparts, with an increased rate of remission. In addition, GM-CSFR deficiency is associated with a lower percentage of CD4^+^ donor T cells and neutrophils, and a higher percentage of B cells, in CNS infiltrates, which is the mirror image of the pattern that we observed in middle-aged, wild-type mice with EAE. Collectively, these observations suggest that the exacerbated form of EAE that occurs in middle-aged, wild-type mice is GM-CSF driven. Indeed, the absolute number of GM-CSF–expressing donor CD4^+^ T cells in CNS infiltrates, the level of intracellular GM-CSF in CNS donor T cells, and the level of GM-CSF protein in CNS lysates, were higher in the older versus younger mice with EAE (Figure 5 and Figure 6, A and B). Furthermore, CD4^+^ T cells isolated from the CNS of middle-aged mice on day 6 posttransfer expressed elevated levels of transcripts encoding GM-CSF, as well as IL-17 and other proinflammatory factors, compared with their younger counterparts, based on single-cell RNA-sequencing analyses (Figure 6C). 

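Transcripts were counted in CD45+ cells that had been sorted from the spinal cord after transfer of myelin-reactive CD4+ T cells. Each of 4 libraries came from 4 pooled spinal cords, taken on day 6 or day 10 posttransfer from young recipients aged 8 to 12 weeks or middle-aged recipients aged 40 to 44 weeks. With 1 library per age and day there were no replicates, and a difference seen on 1 day has no replicate check. The authors used 10x Genomics v3 chemistry and counted unique molecular identifiers (UMIs, tags that mark each captured transcript once) with CellRanger v3.1.0 on mm10 with the genes of GENCODE vM23. The deposited table gives raw UMI counts after the authors' filters on cells, without normalization, and a cluster number for each cell without a cell type. It holds 8315 young and 10026 middle-aged cells of day 6, with 57337626 and 60500366 UMIs in all. For day 10 it holds 9843 and 9873 cells with 69859331 and 66238489 UMIs. Median UMIs per cell were 6196 and 4704.5 on day 6 and 5963 and 5360 on day 10, young first.

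The UMIs of all cells of a cluster were added up by library and divided by their total, in counts per 1000000 (CPM). The log2 ratio of middle-aged over young CPM is given with an exact conditional binomial 95% interval in brackets, and all such intervals cover counting error only. A list of genes is summarized by the median of its log2 ratios, with an interval from 1000 Poisson redraws of the counts. Its percentile is its place among 10000 random lists of genes of like expression. An age effect over both days was tested on the 4 summed libraries with edgeR v4.0.16, by quasi-likelihood with day and age in the model and TMM scaling. Genes needed 10 or more counts in 2 or more libraries, and genes with an adjusted p (Benjamini-Hochberg) below 0.05 were called. This test has 1 residual degree of freedom and cannot show whether the effect of age differs between the days. It asks for a difference shared by both days, so a gene that differs on 1 day alone may not be called. Gene coordinates are 1-based positions on GRCm38 from GENCODE vM21.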

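Cluster 2 was taken as CD4+ T cells because *Cd3g*, *Cd3d*, *Trac*, *Trbc1* and *Trbc2* are among its 10 leading markers. The fold changes of 4 genes in Figure 6C, on the scale of Seurat, also lay nearest this cluster, at a median distance of 0.0056 with 0.22 for the next nearest. As they helped to choose the cluster, their closeness is not an independent check. On day 6 the cluster held 1307 young and 1137 middle-aged cells with 7082247 and 6863419 UMIs. The median log2 ratio over all genes with 100 or more UMIs was -0.066.

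*Csf2* (chromosome 11, 54247271 to 54249667), which encodes GM-CSF, had 365 UMIs (51.5 CPM) in young and 1451 UMIs (211 CPM) in middle-aged T cells on day 6. Its log2 ratio was 2.04 [1.87 to 2.21]. For *Il17a* (chromosome 1, 20730905 to 20734496) the counts were 814 and 4819 UMIs, a log2 ratio of 2.61 [2.50 to 2.72]. Figure 6C marks 13 genes as higher, which the paper picked from these libraries. Their median was 1.15 [1.04 to 1.25], with 13 of 13 higher and a percentile of 100, and *Ccl4* (1.29 [1.18 to 1.41]) and *Tnf* (1.29 [1.10 to 1.48]) were among them. The 10 genes marked as lower, including *Klf2*, *S1pr1* and *Tcf7*, had a median of -0.89 [-0.93 to -0.81], with 10 of 10 lower and a percentile of 0. Of the alternatives tried, the libraries of day 10 moved these values most, to medians of -0.072 [-0.11 to -0.0084] and 0.19 [0.11 to 0.24]. The day 10 log2 ratio of *Csf2* was -0.84 [-0.90 to -0.77] and that of *Il17a* 0.33 [0.27 to 0.39].

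Few T cells held these transcripts. The 10 cells with the most *Csf2* UMIs held 78.1% of them in young and 48.7% in middle-aged mice on day 6, and for *Il17a* the shares were 79.6% and 66.1%. A UMI of *Csf2* was found in 49 of 1307 young cells (3.75%, exact binomial 95% interval 2.79 to 4.93) and 133 of 1137 middle-aged cells (11.7%, 9.89 to 13.7), at median depths of 4715 and 5034 UMIs. With each cell thinned to 2000 UMIs, which left out 32 and 42 shallower cells, the shares were 2.27% and 7.03%. For *Il17a* they were 3.29% and 11.0%, and 2.67% and 7.85% when thinned. The B cell-like cells of cluster 4, which should lack both cytokines, had neither in 295 young and 184 middle-aged cells (upper limits 1.24% and 1.98%, median depths 2885 and 2784 UMIs). Unthinned shares of T cells with *Csf2* on day 10 were 20.7% (18.9 to 22.6) in young and 15.8% (14.4 to 17.3) in middle-aged mice. The median depths were 6225 and 5345 UMIs. When thinned they were 12.7% (11.3 to 14.3) and 10.4% (9.23 to 11.7). The thinned intervals overlapped, which does not by itself show that the shares are alike. Day 10 shares of T cells with *Il17a* went the other way, at 10.1% and 14.3%, and 7.67% and 10.4% when thinned. B cell-like cells of day 10 held *Csf2* in 0 of 543 young and 2 of 338 middle-aged cells, and *Il17a* in 5 of 543 and 4 of 338, at median depths of 2402 and 2997 UMIs.

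Genes whose log2 ratios had the same sign on both days were ranked. The 5 largest rises on day 6 were those of *Il22* (chromosome 10, 118204942 to 118210047, 2.98 [2.74 to 3.24]), *Il17a*, *Batf3* (1.88), *Tnfrsf9* (1.54) and *Il1r2* (1.48). The 5 largest falls were those of *Il2* (chromosome 3, 37120523 to 37125959, -1.13 [-1.34 to -0.92]), *Hspa1b* (-0.998), *Ighm* (-0.97), *Tsc22d3* (-0.89) and *Slamf6* (-0.85). On day 10 the intervals of *Tnfrsf9*, *Il1r2*, *Tsc22d3* and *Slamf6* spanned 0, so their direction that day is not known. The 10 cells with the most UMIs held 100% and 97.55% of *Il22* and 96.2% and 88.8% of *Il2*, young first. In the test over both days, 7 of 11362 genes were called, 1 higher and 6 lower, and 279 had an unadjusted p below 0.05. With RLE size factors 16 genes were called (5 higher, 11 lower) and with DESeq2 6. The 6 lower genes were *Il2*, *Hspa1a*, *Hspa1b*, *Atp1b1*, *Camp* and *Ngp*, of which *Atp1b1*, *Camp* and *Ngp* were named after their values were seen. *Camp* and *Ngp* are leading markers of the neutrophil-like cluster 6. DESeq2 called the same genes except *Atp1b1*. The gene called as higher was *Il22* (log2 fold change 2.60, adjusted p 9.10e-06, or 1.69e-31 to 1.00 over the alternatives), which was higher in the middle-aged library of both days. With 1 library left out its fold change ran from 1.55 to 3.48, a range that mixes the change between the days with age. Of the 23 genes of Figure 6C, edgeR called 0, with 8 at an unadjusted p below 0.05, and DESeq2 called 0, with 1. Figure 6C is of day 6, and differences limited to that day may escape this test. From the resemblance to GM-CSF receptor-deficient mice, the paper proposes that the exacerbated EAE of middle-aged mice is GM-CSF driven. It gives these transcript levels as further evidence. It also reports more donor T cells with GM-CSF, and more GM-CSF in them, by flow cytometry on day 10. GM-CSF protein was higher in cord lysates, and a neutralizing antibody delayed onset. The lower *Csf2* of day 10 is RNA of the whole T cell cluster, whereas flow cytometry measured protein in stimulated donor cells. These measures are unlike.

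**Figure D1:**
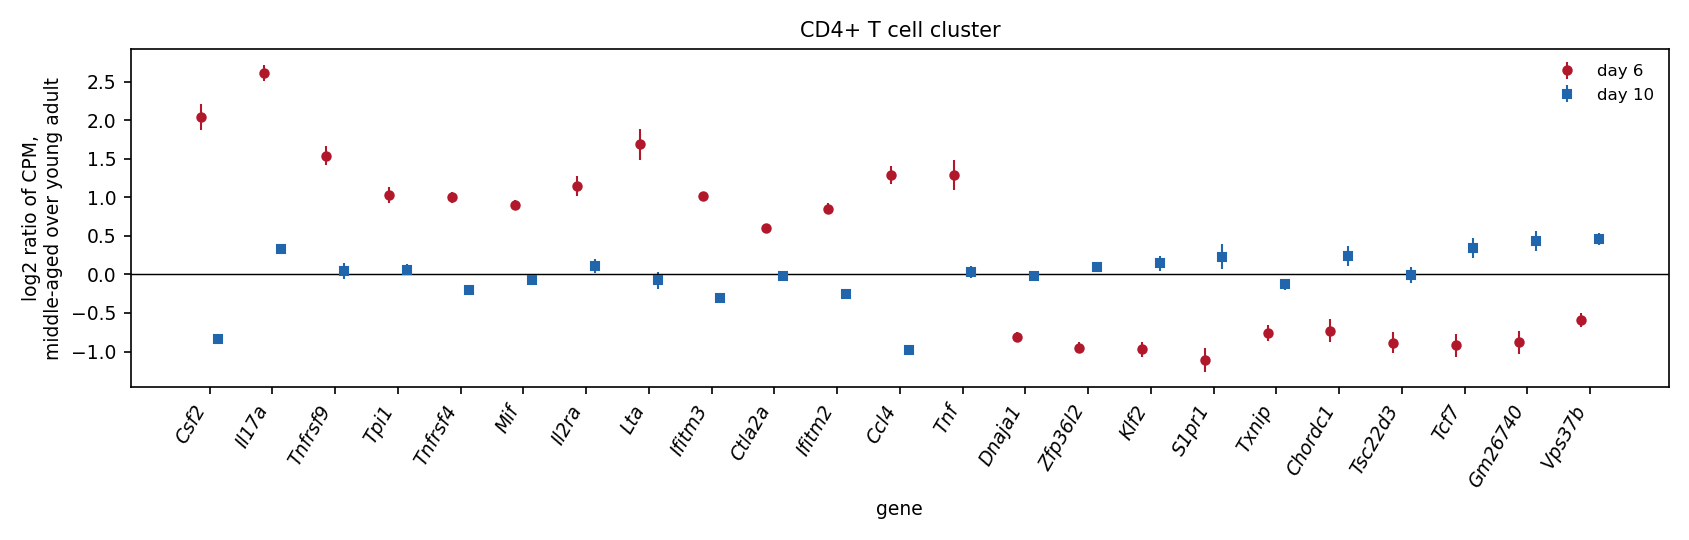
Log2 ratio of CPM, middle-aged over young, for genes of CD4+ T cells on day 6 (red circles) and day 10 (blue squares), with bars for 95% counting intervals. Csf2 lies at 2.04 on day 6 and -0.84 on day 10.

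**Figure D2:**
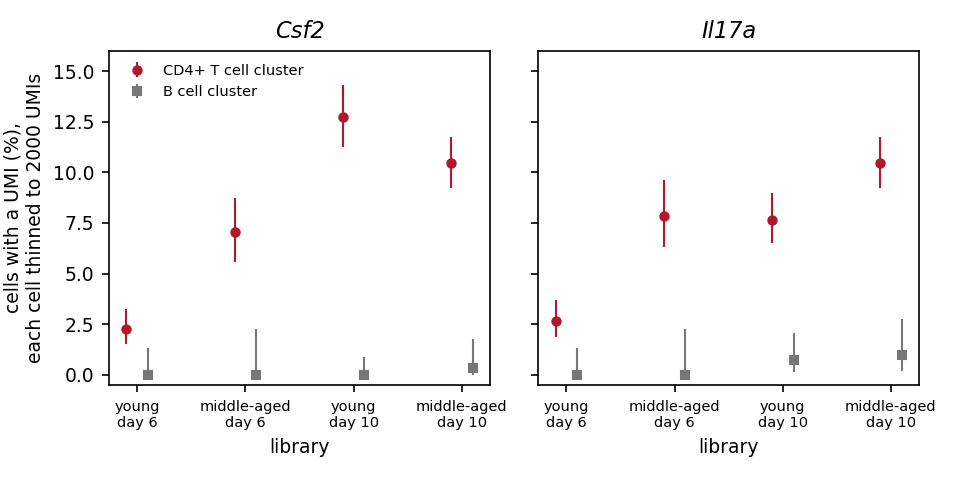
Percent of cells with a UMI of Csf2 or Il17a after thinning to 2000 UMIs, for CD4+ T cells (red circles) and B cells (grey squares) of the 4 libraries, with exact 95% intervals. The share of T cells with Csf2 on day 6 was 2.27% in young and 7.03% in middle-aged mice.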

Treatment of middle-aged hosts with a neutralizing antibody against GM-CSF, beginning from the day of transfer onward, delayed clinical onset and ameliorated the early clinical course (Figure 6, D and E). However, mean peak scores, cumulative chronic disability, and mortality rates were similar between the anti–GM-CSF and control antibody treatment groups (Figure 6, D and F, and data not shown). Postponing the initiation of anti–GM-CSF treatment to the time of peak disease had no therapeutic impact (data not shown). Based on these data, we concluded that GM-CSF promotes aggressive EAE in older recipients in the early phase of disease but becomes dispensable as the disease progresses toward a more chronic phase.

### Radio-resistant, nonhematopoietic cells shape the neuroinflammatory infiltrate and drive exacerbated EAE in middle-aged mice.

Next, we sought to determine whether the increased susceptibility of older mice to EAE is secondary to the biological aging of radio-sensitive, hematopoietic cells (that are recruited from the circulation to the CNS) and/or radio-resistant, nonhematopoietic cells (including CNS-resident cells). To that end, we constructed reciprocal bone marrow (BM) chimeric mice with young adult or middle-aged BM cell donors and/or irradiated hosts (Figure 7A). Middle-aged → middle-aged and young adult → young adult chimeras served as controls. EAE was induced in all immune-reconstituted chimeric mice via the adoptive transfer of the same pool of MOG_35-55_ encephalitogenic CD4^+^ T cells. Irrespective of the age of the BM cell donors, middle-aged BM cell hosts experienced a severe clinical course of EAE, with high mortality rates, while young adult BM cell hosts experienced a milder course with relatively low mortality rates (Figure 7, B and C). Furthermore, the cellular composition of neuroinflammatory infiltrates in chimeras correlated with the age of the BM cell host, but not the donor, mouse. Middle-aged BM cell hosts reconstituted with young BM cells contained higher frequencies and absolute numbers of CD4^+^ T cells, and lower frequencies and absolute numbers of B cells, in EAE lesions compared with chimeras that were constructed using young adult hosts, mimicking the results we obtained with nonchimeric mice (Figure 7D and Supplemental Figure 3C). Hence, the age of radio-resistant, nonhematopoietic cells is a dominant factor in determining the phenotype and severity of EAE.

### Aged microglia exhibit distinct transcriptomes and phenotypes during homeostasis, as well as EAE.

Our finding that radio-resistant cells influence the makeup of neuroinflammatory infiltrates directed our attention toward the role of microglia. In addition to their potential to serve as antigen-presenting cells, microglia produce chemotactic and proinflammatory molecules that could orchestrate the recruitment, positioning, and polarization of leukocyte subsets in EAE lesions. A growing body of data indicates that microglia become spontaneously activated and acquire proinflammatory signatures with age (16, 17). In support of these published studies, we found that a significant percentage of CD45-intermediate (CD45^int^) CD11b^+^ microglia in naive middle-aged, but not young adult, mice exhibited enhanced expression of the cell surface marker CD11c (Figure 8A and Supplemental Figure 2). 

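RNA of microglia from the spinal cords of unmanipulated mice was sequenced in bulk, with 1 library per age, so that no difference between the ages has a replicate check. The authors trimmed the reads with fastp v0.20.0, aligned them to GRCm38.p6 with HISAT2 v2.1.0 and counted them on the genes of Ensembl release 99 with featureCounts (Subread v1.5.0-p2). The counting ignored strand, so the reads of overlapping genes on opposite strands cannot be told apart. The deposited values are raw counts, 79373420 for young and 76293436 for middle-aged mice over 55351 genes. They were divided by their total, and log2 ratios with intervals were computed as for the UMI sums.

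Among 14821 genes with 100 or more counts in the libraries added up, 172 were at least 2-fold higher and 1026 at least 2-fold lower in middle-aged microglia. Without a minimum count the numbers were 2121 and 2669 of 28500 genes. The 5 largest rises at 50 CPM or more were those of *Col6a3* (chromosome 1, 90765923 to 90843971, 1.53), *Ccl3*, *Il1b*, *Ildr2* (1.24) and *Ccl4*, and the 5 largest falls those of *Ltbp4* (chromosome 7, 27305136 to 27337692, -2.90), *Ptprb* (-2.78), *Podxl* (-2.69), *Enpp2* (-2.66) and *Ttr* (-2.62). A list of 9 endothelial genes had a median log2 ratio of -2.198, with 9 of 9 lower.

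The homeostatic genes *Cx3cr1* (chromosome 9, 119901616 to 120069879), *Fcrls* (chromosome 3, 87250758 to 87263738), *P2ry12* (chromosome 3, 59216272 to 59262871) and *Tmem119* (chromosome 5, 113793729 to 113800516) had a median of -0.14 [-0.145 to -0.134], at percentile 1.17 of random lists. Leaving mitochondrial and ribosomal protein genes out of the total moved it most, to -0.15. *P2ry12* (-0.23 [-0.24 to -0.22]), *Fcrls* (-0.17 [-0.17 to -0.16]) and *Cx3cr1* (-0.11 [-0.12 to -0.11]) were lower in middle-aged mice, and *Tmem119* (0.032 [0.024 to 0.039]) was higher.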

Bulk RNA-sequencing studies showed that microglia isolated from unmanipulated, middle-aged mice expressed elevated levels of proinflammatory genes and lower levels of homeostatic genes (Figure 8B), compared with microglia from their younger counterparts. Furthermore, a number of genes that were disproportionately upregulated in the middle-aged microglia (such as S*pp1*, C*xcl10*, *Ccl3*, *Il1β*, *Ccl4*, and *Tnf*) overlapped with previously published transcriptomes of aging microglial subsets enriched in geriatric mice (Figure 8B) (16).

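Figure 8B marks 9 genes as shared with geriatric microglia, which were picked by the paper from these libraries. Their median log2 ratio was 1.21 [1.18 to 1.35], with 9 of 9 higher in middle-aged microglia and a percentile of 100, and under the alternatives it lay between 1.20 with a prior of 5 counts and 1.22 with TMM scaling. *Spp1* (chromosome 5, 104435118 to 104441050) rose from 393 to 1230 counts, a log2 ratio of 1.70 [1.54 to 1.87], and *Cxcl10* (chromosome 5, 92346638 to 92348889) from 520 to 1490, 1.58 [1.43 to 1.72]. The counts of *Ccl3* (chromosome 11, 83647844 to 83649355) were 7452 and 18526, 1.37 [1.33 to 1.41], and those of *Il1b* (chromosome 2, 129364570 to 129371139) 1830 and 4447, 1.34 [1.26 to 1.42]. *Ccl4* (1.19 [1.15 to 1.23]), *Hcar2* (1.21 [1.09 to 1.32]), *Cst7* (1.21 [1.02 to 1.41]), *Tnf* (1.06 [1.01 to 1.12]) and *Hspa1a* (1.03 [1.01 to 1.05]) made up the rest. *Hspa1a* has a near copy in *Hspa1b*, and the counting could split or drop reads that match both. A list of 12 immediate-early genes, which rise within minutes when cells are stimulated, was also higher in middle-aged microglia, with a median of 0.48, 12 of 12 genes higher and a percentile of 100. All 12 have 100 or more counts in these microglia. The published geriatric profiles themselves were not used here. The paper reports the overlap with them. The title of its Figure 8 takes the genes raised in middle-aged mice as indicative of a reactive phenotype tied to age.

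**Figure D3:**
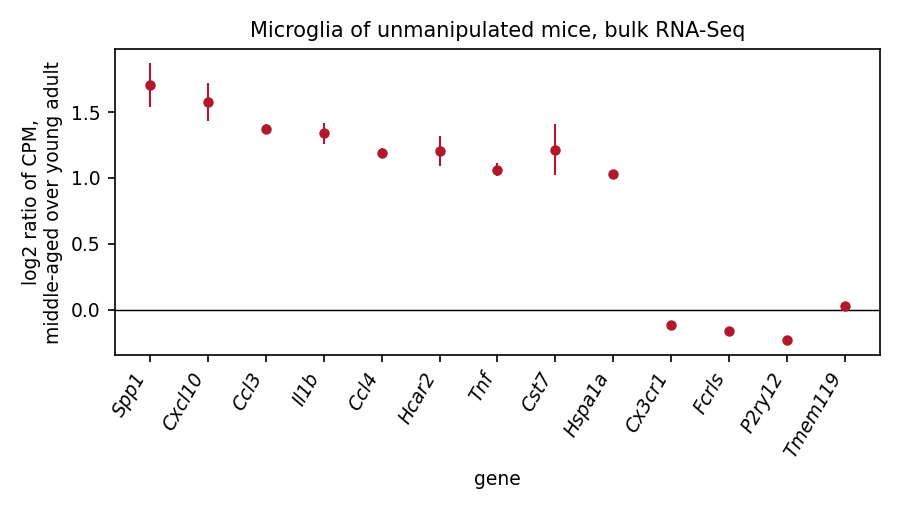
Log2 ratio of CPM, middle-aged over young, for 13 genes in bulk microglia of naive mice (points, with bars for 95% counting intervals). The 9 genes shared with geriatric microglia lie between 1.03 and 1.70, and the 4 homeostatic genes between -0.23 and 0.032.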

Next, we performed scRNA-Seq of CNS CD45^+^ mononuclear cells isolated from young adult and middle-aged mice during peak EAE. The raw scRNA-Seq expression matrix contains 38,057 cells (including 19,899 cells from middle-aged mice and 18,158 cells from young adult) and 19,449 genes. 

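Counted from the deposited table, the fewest genes in a cell were 204 and the fewest UMIs 500. The highest share of mitochondrial UMIs was 8.98%. The table also holds 115 cells with more than 25000 UMIs, up to 26638, and 10 cells in which ribosomal protein genes made up more than 50% of UMIs, up to 50.9%. No UMI was left for 1104 genes, and 1222 genes had one in fewer than 3 cells. No cell or gene was removed before the values given here were computed.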

The microglial cells fell into 2 clusters (Figure 9A). 

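Of the 16 numbered clusters in the table, clusters 10 and 8 were taken as the paper's microglial clusters 1 and 2. Microglial markers, *Tmem119*, *Cx3cr1*, *Sparc* and *Olfml3* in cluster 10 and *Olfml3* in cluster 8, were among the 10 leading markers of each. *Tmem119* stood at 413 CPM in cluster 10, 182 CPM in cluster 8 and at most 11.7 CPM in any other cluster. Cluster 10 was taken as cluster 1 because the fold changes of 15 genes in Figure 9B, on the scale of Seurat, lay nearest it, at a median distance of 0.029 with 0.70 or more for every other cluster. That closeness is therefore no independent check of the fold changes, and cluster 8 became cluster 2 by its markers alone.

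Cluster 1 held 432 young and 216 middle-aged cells on day 6, and 362 and 334 on day 10, with median depths of 6931, 10000, 8673.5 and 8394 UMIs. Cluster 2 held 249 and 364 cells on day 6, and 668 and 776 on day 10, with median depths of 2059, 2629, 3069.5 and 2517.5 UMIs. The UMIs of day 6 added up to 3437118 and 2382755 in cluster 1 and 651042 and 1301062 in cluster 2, young first. The median log2 ratio over all genes with 100 or more UMIs was -0.043 in cluster 1 and -0.023 in cluster 2.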

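In cluster 1 microglia of day 6, antigen presentation was followed through 8 genes, *H2-Aa* (chromosome 17, 34282744 to 34287823), *H2-Ab1*, *H2-D1*, *H2-Eb1*, *H2-K1* (chromosome 17, 33996017 to 34000347), *H2-Q7*, *B2m* (chromosome 2, 122147686 to 122153083) and *Cd74* (chromosome 18, 60803848 to 60812652). Their median log2 ratio was 1.37 [1.29 to 1.42], with 8 of 8 higher in middle-aged mice and a percentile of 100. The paper named these genes as differing in these same libraries. It did so too for the proteasome, cytokine, homeostatic, heat shock, chemokine and interferon genes given below. Extreme percentiles of such lists were to be looked for and are no independent check. *H2-Aa* rose from 292 to 828 CPM (1.50 [1.39 to 1.62]) and *Cd74* from 1141 to 2953 CPM (1.37 [1.32 to 1.43]). The values of *H2-K1* (0.82 [0.76 to 0.87]) and *B2m* (0.53 [0.49 to 0.57]) were smaller. Members of the H2 family resemble one another, and where the counting split reads between them the value of a single member is uncertain. The 10 cells with the most *H2-Aa* UMIs held 51.3% of them in young and 25.4% in middle-aged mice. Among the alternatives, the day 10 libraries moved the list most, to -0.18 [-0.21 to -0.17]. By then *H2-Aa* stood at 3185 CPM in young and 2689 CPM in middle-aged mice.

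The proteasome genes *Psmb4*, *Psmb8*, *Psmb9*, *Psmb10*, *Psme1* and *Psme2* had a median of 0.56 [0.48 to 0.61] on day 6, with 6 of 6 higher and a percentile of 99.71, and of -0.19 [-0.27 to -0.14] on day 10. *Psmb8* (chromosome 17, 34197721 to 34201454) had the largest ratio of them, 0.68 [0.59 to 0.76]. The cytokine genes *Tnf* (chromosome 17, 35199381 to 35202007), *Il1a* (chromosome 2, 129299610 to 129309972), *Il1b* and *Il18* (chromosome 9, 50554827 to 50581840) had a median of 0.14 [0.073 to 0.20], at percentile 62.9. *Il18* (0.55 [0.22 to 0.88]) and *Il1b* (0.22 [0.15 to 0.29]) were higher, the interval of *Il1a* (0.055 [-0.051 to 0.16]) spanned 0, and *Tnf* (-0.19 [-0.29 to -0.10]) was lower, though the mean of log-normalized values per cell put *Tnf* at 0.035. Their median on day 10 was -0.11 [-0.20 to 0.033].

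**Figure D4:**
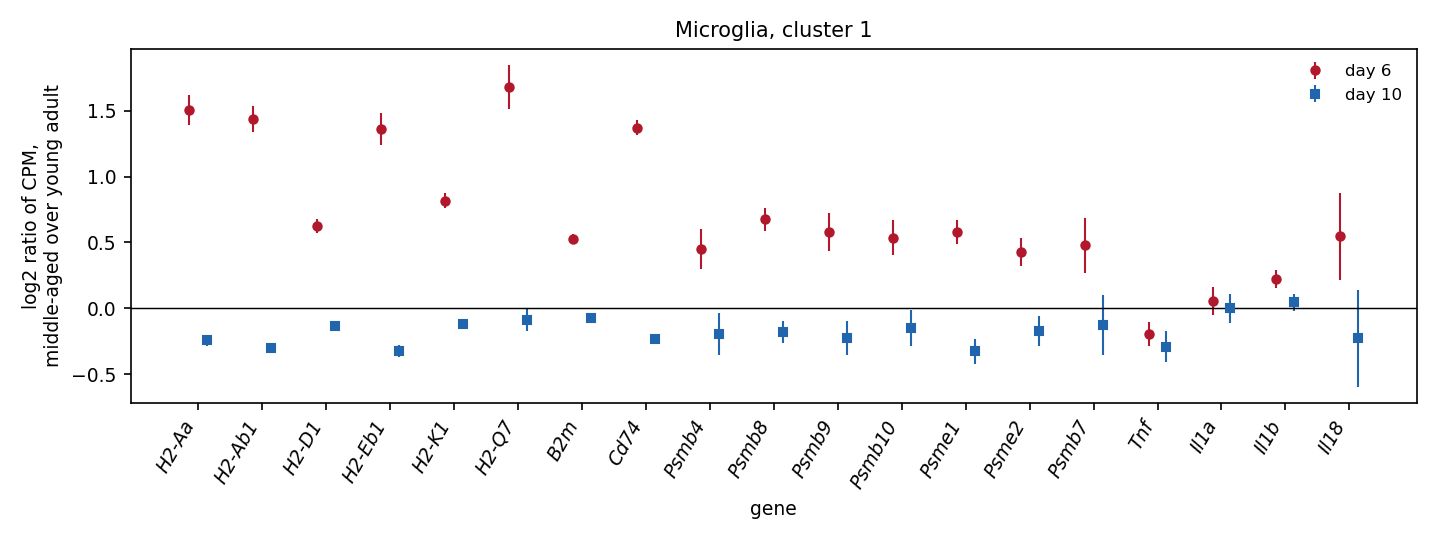
Log2 ratio of CPM, middle-aged over young, in cluster 1 microglia on day 6 (red circles) and day 10 (blue squares), with bars for 95% counting intervals. On day 6 the genes run from -0.19 (Tnf, though 0.035 by the mean of log-normalized values) to 1.68 (H2-Q7), and on day 10 the antigen presentation genes lie between -0.32 and -0.071.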

Cluster 1 microglia from middle-aged mice were enriched in transcripts associated with antigen processing and presentation (including *H2-Aa*, *H2-Ab1*, *H2-D1*, *H-2-Eb1*, *H2K1*, *H-2Q7*, *B2m*, *Cd74*), and proteasome assembly and function (*Psmb4*, *Psmb8*, *Psmb9*, *Psmb10*, *Psme1*, *Psme2*), as well as transcripts that encode proinflammatory molecules (*Tnf*, *Il1a*, *Il1b*, *Il18*) (Figure 9, B and C, and Figure 10A), when compared with their counterparts from young adoptive transfer recipients. In contrast, cluster 1 microglia from middle-aged mice were relatively deficient in transcripts associated with homeostasis (*Tmem119*, *Fcrls*, *Cx3cr1*, *P2ry12*) and heat shock protein responses (*Dnaja1*, *Dnajb1*, *Hspa1a*, *Hspa1b*, *Hspa5*, *Hsp90aa1*, *Hsp90ab1*) (Figure 9, B and C, and Figure 10A). 

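The 4 homeostatic genes named had, on day 6, a median log2 ratio of -0.92 [-0.999 to -0.84] in cluster 1 microglia, with 4 of 4 lower and a percentile of 0.11. *Fcrls* (-2.09 [-2.28 to -1.90]) and *Cx3cr1* (-1.07 [-1.14 to -0.99]) fell further than *P2ry12* (-0.77 [-0.91 to -0.63]) and *Tmem119* (-0.52 [-0.63 to -0.40]). By day 10 their median was 0.051 [-0.017 to 0.14] and *Fcrls* was higher in middle-aged mice (1.46 [0.83 to 2.12]). The 7 heat shock genes named had a median of -1.82 [-1.91 to -1.71] on day 6, with 7 of 7 lower and a percentile of 0, and of -0.0060 [-0.11 to 0.099] on day 10. *Hspa5* (chromosome 2, 34771970 to 34777547) had 15341 and 4398 UMIs, a ratio of -1.27 [-1.32 to -1.23], and *Hsp90ab1* (chromosome 17, 45567775 to 45573271) 14355 and 5658, -0.81 [-0.86 to -0.77]. *Hspa1a* (-3.35 [-3.51 to -3.20]) and *Hspa1b* (-3.51 [-3.74 to -3.28]) are near copies between which reads cannot be told apart with certainty. The heat shock genes were also lower in middle-aged mice in 7 of 7 cell classes other than microglia on day 6, with a median of -0.70 over the classes.

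Genes whose log2 ratios had the same sign on both days were ranked here too. Besides *Hspa1a* and *Hspa1b*, the largest falls were those of the neutrophil granule genes *Camp* (chromosome 9, 109847379 to 109849617, 585 and 1 UMI, -8.66 [-13.97 to -6.18]), *Ngp* (517 and 3, -6.90 [-9.18 to -5.35]) and *Ltf* (180 and 3, -5.38 [-7.67 to -3.81]). Of their 1282 UMIs in young microglia, 1256 came from 2 of 432 cells. Among the largest rises were those of *Saa3* (chromosome 7, 46711998 to 46715700, 2.98 [2.57 to 3.41]), *Arg1* (2.45), *Spp1* (1.67) and *Ass1* (1.61). The day 10 interval of *Ass1* spanned 0. The 10 cells with the most UMIs held 96.5% in young and 87.8% in middle-aged mice for *Saa3*, 87.3% and 80.5% for *Arg1*, 67.6% and 87.0% for *Spp1* and 58.6% and 46.7% for *Ass1*. In the test over both days, 15 of 10562 genes were called, 7 higher and 8 lower, with 356 at an unadjusted p below 0.05. DESeq2 called 5. The 8 lower genes, listed after their values were seen, were *Ifitm6*, *Ltf*, *Ly6g*, *Ngp*, *Pglyrp1* and *Retnlg*, which are leading markers of neutrophil-like clusters, *Igkc*, which leads the B cell-like cluster, and *Nkg7*, known from NK and T cells. Among the higher ones, *Flt1* and *F10* are leading markers of the monocyte/macrophage-like cluster 1. *Il7r*, also called as higher, stood at 492 CPM in CD4+ T cells and 23.2 CPM in cluster 1 microglia. *Spp1*, higher in the middle-aged library of both days, had a log2 fold change of 1.42 (adjusted p 0.0463, or 1.08e-05 to 1.00 over the alternatives). It ran from 0.76 to 2.21 with 1 library left out, a range that mixes the change between the days with age. Of 43 genes that the paper's text and figures name for cluster 1, edgeR called 0, with 4 at an unadjusted p below 0.05, DESeq2 called 0, with 3, and edgeR with RLE size factors called 1. Differences limited to day 6 may escape this test.

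**Figure D5:**
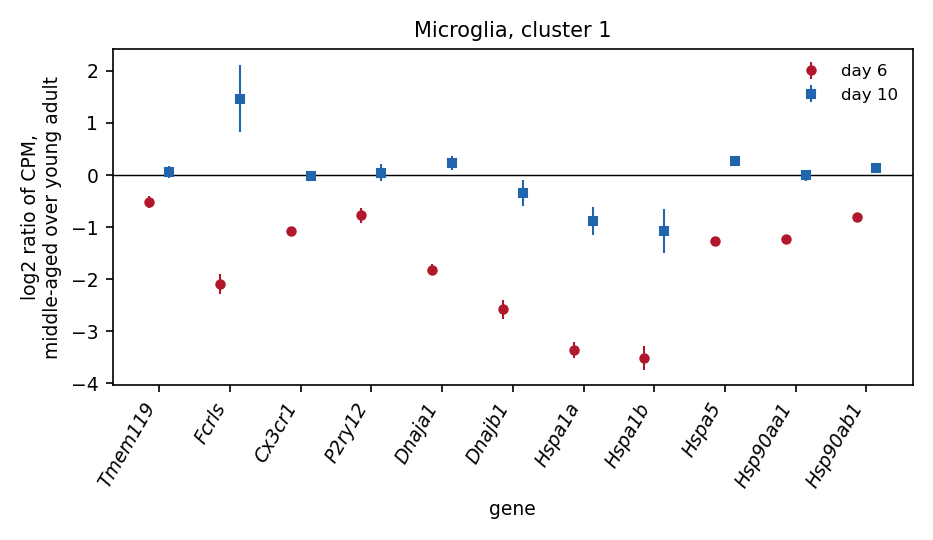
Log2 ratio of CPM, middle-aged over young, of homeostatic and heat shock genes in cluster 1 microglia on day 6 (red circles) and day 10 (blue squares), with bars for 95% counting intervals. The day 6 ratios run from -3.51 (Hspa1b) to -0.52 (Tmem119).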

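In cluster 2 microglia of day 6, the chemokine genes *Ccl4* (chromosome 11, 83662584 to 83664683), *Cxcl2* (chromosome 5, 90903871 to 90905938), *Cxcl9* (chromosome 5, 92321347 to 92328079) and *Cxcl10* had a median log2 ratio of 1.02 [0.96 to 1.09], with 4 of 4 higher in middle-aged mice and a percentile of 100. *Cxcl2* had 1477 UMIs (2269 CPM) in young and 5757 UMIs (4425 CPM) in middle-aged cells, a ratio of 0.96 [0.88 to 1.05]. The ratios of *Cxcl9* (1.56 [1.33 to 1.79]), *Cxcl10* (1.08 [0.97 to 1.20]) and *Ccl4* (0.40 [0.28 to 0.53]) rested on few young cells. The 10 cells with the most UMIs held 85.1% of *Cxcl2* and 73.7% of *Cxcl9* in young mice, with 43.5% and 45.4% in middle-aged mice. Neutrophil-like cells of deposited cluster 0 in the middle-aged library held 26994.5 CPM of *Cxcl2*. Their RNA at 7.99% of that of cluster 2 would equal the rise. Deposited clusters 3 and 6, also neutrophil-like, were not part of this source. The rise of 7 neutrophil markers in cluster 2 was a median of 0.61 of the matching amount, with 0.99 for *S100a8* and 1.26 for *S100a9*, the most abundant, 0.19 for *Mmp9* and -0.046 for *Cxcr2*. On day 10 the median was -0.15 [-0.24 to -0.060], though *Cxcl2* was still higher in middle-aged mice (0.55 [0.46 to 0.65]).

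The homeostatic genes *Fcrls*, *Tmem119*, *P2ry12* and *Cx3cr1* had a median of -0.72 [-0.94 to -0.51] in cluster 2 on day 6, with 4 of 4 lower and a percentile of 0.01. *Fcrls* (-1.36 [-1.67 to -1.04]) fell most and *Tmem119* (-0.38 [-0.63 to -0.12]) least. Day 10 showed the opposite direction, with a median of 0.41 [0.31 to 0.60] and 4 of 4 higher. With the counts of both days added, a sum in which day 6 weighs more in middle-aged than in young mice, the median was 0.026.

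In cluster 2, too, genes whose log2 ratios had the same sign on both days were ranked. The 5 largest rises were those of *Ctla2a* (chromosome 13, 60934155 to 60936625, 3 and 159 UMIs, 4.73 [3.16 to 7.02]), *Gm19951* (10 and 112 UMIs, 2.49), *Spp1* (1.68), *Cd69* (1.65) and *Fabp5* (1.47). *Ctla2a* had a UMI in 16 of 364 middle-aged cells, and 10 of them held 96.2% of its UMIs. In CD4+ T cells, where it is abundant, it stood at 794 and 1206 CPM. For *Gm19951* the 10 cells with the most UMIs held 68.8% in middle-aged mice, for *Spp1* 78.3%, for *Cd69* 70.3% and for *Fabp5* 40.7%. The 5 largest falls were those of *Ccl7* (chromosome 11, 82045712 to 82047525, -1.11 [-1.63 to -0.59]), *P2ry6* (-1.03), *Hnrnph1* (-0.999), *Hpgd* (-0.97) and *Rhob* (-0.94). On day 10 the intervals of all 5 falls spanned 0, as did those of *Ctla2a* and *Gm19951*, so their direction that day is not known. Over both days edgeR called 8 of 8371 genes, 5 higher and 3 lower, with 284 at an unadjusted p below 0.05. DESeq2 called 2, 0 higher and 2 lower. The 3 lower genes, listed after their values were seen, were *Camp*, *Ngp* and *Cstdc5*, which are leading markers of neutrophil-like clusters. *Cxcl2* was the 1 called gene among 20 that the paper names for cluster 2 (log2 fold change 0.77, adjusted p 0.0337, or 0.000133 to 1.00 over the alternatives). It was higher in the middle-aged library of both days. With 1 library left out its fold change ran from -0.46 to 1.96, the lowest without the middle-aged library of day 6. The ratio of the day 10 libraries was 0.55, however, so such fits do not separate day from age. Their range cannot show how stable the result is.

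**Figure D6:**
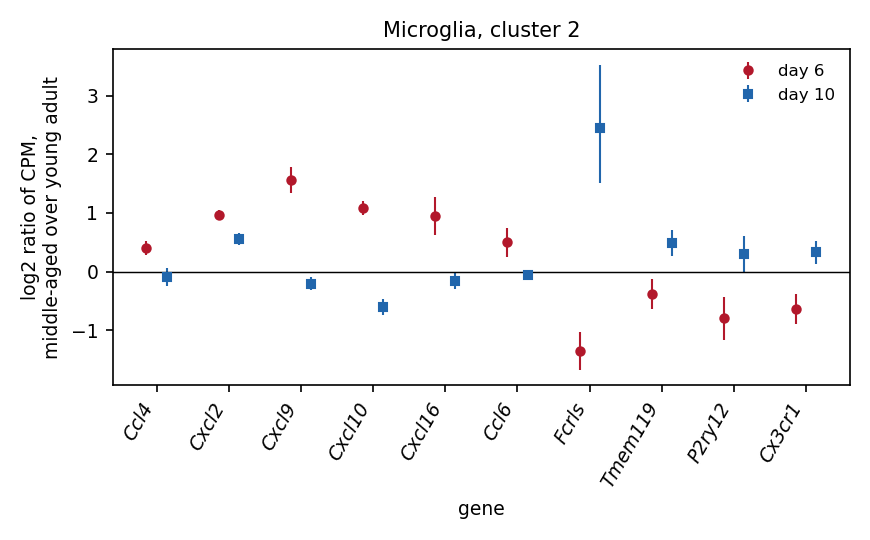
Log2 ratio of CPM, middle-aged over young, of chemokine and homeostatic genes in cluster 2 microglia on day 6 (red circles) and day 10 (blue squares), with bars for 95% counting intervals. On day 6 the ratios run from -1.36 (Fcrls) to 1.56 (Cxcl9), and on day 10 Fcrls lies at 2.45.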

Cluster 2 microglia from middle-aged mice expressed relatively high levels of genes encoding chemotactic factors (including *Ccl4*, *Cxcl2*, *Cxcl9*, and *Cxcl10*) and relatively low levels of genes associated with homeostasis (including *Fcrls*, *Tmem119*, *P2ry12*, and *Cx3cr1*) (Figure 10B). Middle-aged microglia in both clusters expressed relatively high levels of interferon responses genes (including *Gbp2*, *Ifitm3*, *Ifi27l2a*, and *Isg15*) (Figure 10, A and B), as well as genes that are expressed at high levels in microglia located at the rims of slowly expanding lesions in people with PMS (*C1qa*, *C1qb*, *C1qc*, *Cstb*, *Fth1*, *Ftl1*, and a panel of ribosomal proteins) (Supplemental Figure 4).

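The 4 interferon response genes named were higher in middle-aged mice in both clusters on day 6, with medians of 0.81 [0.76 to 0.85] in cluster 1 (percentile 99.95) and 0.61 [0.54 to 0.68] in cluster 2 (percentile 99.85). *Ifi27l2a* (chromosome 12, 103442167 to 103443680) had the largest ratio of them in cluster 1, 1.36 [1.28 to 1.44], and *Isg15* (chromosome 4, 156199424 to 156200818) in cluster 2, 0.70 [0.56 to 0.84]. On day 10 the medians were -0.34 [-0.40 to -0.29] and -0.20 [-0.28 to -0.15], with *Isg15* at -1.48 [-1.69 to -1.27] and -1.42 [-1.67 to -1.16].

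The 6 rim genes other than ribosomal proteins had medians of 0.20 [0.18 to 0.23] in cluster 1, with 4 of 6 higher and a percentile of 64.17, and of 0.10 [0.064 to 0.15] in cluster 2, with 3 of 6 higher and a percentile of 88.33. *Fth1* (chromosome 19, 9980598 to 9985098), which encodes the ferritin heavy chain, was higher in both clusters on day 6 (0.95 [0.92 to 0.98] and 0.96 [0.93 to 1.001]), as were *Cstb* (chromosome 10, 78425669 to 78427622, 1.07 [0.95 to 1.20] and 0.77 [0.59 to 0.95]) and *Ftl1* (chromosome 7, 45457944 to 45459884, 0.29 [0.25 to 0.33] and 0.45 [0.38 to 0.52]). In cluster 1, *Cstb* (0.16 [0.063 to 0.26]) and *Fth1* (0.24 [0.22 to 0.26]) were higher on day 10 as well, and the interval of *Ftl1* (0.025 [-0.0053 to 0.055]) spanned 0. In cluster 2, *Cstb* (-0.42 [-0.49 to -0.36]) and *Fth1* (-0.11 [-0.13 to -0.10]) were lower on day 10, and the interval of *Ftl1* (0.00076 [-0.027 to 0.028]) spanned 0. The counts of both days added gave ratios below 0 for the 3 genes in cluster 2 (-0.35, -0.073 and -0.046), although *Ftl1* was lower on neither day alone. Day 6 and day 10 supplied 651042 and 2505306 UMIs of these sums in young mice and 1301062 and 2498517 in middle-aged mice, so ratios of the sums mix changes between the days with differences of age. In cluster 1, *C1qa* (chromosome 4, 136895917 to 136898803) lay at -0.0018 [-0.030 to 0.027], or 0.031 with TMM scaling and 0.028 with mitochondrial, ribosomal protein and heat shock genes left out of the total, with *C1qb* (chromosome 4, 136880129 to 136886187) at -0.12 [-0.15 to -0.086] and *C1qc* (chromosome 4, 136889804 to 136893065) at 0.11 [0.075 to 0.15]. In cluster 2 the complement genes were lower in middle-aged mice on day 6, at -0.26 [-0.31 to -0.21], -0.39 [-0.44 to -0.34] and -0.25 [-0.32 to -0.18]. On day 10 they were higher, at 0.33 [0.30 to 0.36], 0.23 [0.20 to 0.27] and 0.20 [0.16 to 0.25], and the sums of both days gave 0.18, 0.085 and 0.096.

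Ribosomal protein genes had a median of 0.22 [0.21 to 0.24] over 91 genes in cluster 1, with 81 higher and a percentile of 99.93. In cluster 2 the median over 89 genes was -0.044 [-0.060 to -0.023], with 63 lower and a percentile of 15.54, but above 0 with TMM scaling (0.036), without cells holding UMIs of other lineages (0.014) and by the mean of log-normalized values per cell (0.067). The day 10 medians were -0.022 [-0.042 to -0.012] and 0.0023 [-0.0060 to 0.017].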

## Discussion

PMS typically presents during middle age, whether or not it is preceded by an RR course. It rarely, if ever, occurs in the pediatric MS population (4). PMS has distinctive pathological features that are not characteristic of RRMS in younger individuals, including widespread microglial activation (1). These observations indicate that biological aging has a profound influence on the evolution and manifestation of autoimmune neuroinflammation, but the underlying mechanisms are poorly understood. Here, we show that EAE, induced by the transfer of a common pool of IL-23–polarized, MOG-reactive CD4^+^ T cells, was more severe, and less likely to remit, in middle-aged compared with young adult recipients. We used an adoptive transfer model in order to differentiate between age-dependent environmental factors in the recipient mouse, as opposed to intrinsic properties of encephalitogenic T cells, that might contribute to the differences in EAE phenotype between the cohorts. The heightened, refractory disability older adoptive transfer recipients exhibited may reflect an increased vulnerability of aged oligodendrocytes, myelin, and/or axons to immune-mediated damage. However, our data indicate that aging has an impact on neuroinflammation itself, since the cellular composition of CD45^+^ cells in the CNS at peak EAE differed markedly between young adult and middle-aged recipients. Donor T cells and neutrophils were consistently more abundant, while B cells were relatively sparse, in the CNS of older mice. Our experiments with reciprocal BM chimeric mice indicated that radio-resistant, nonhematopoietic cells played a dominant role in shaping age-dependent features of the neuroinflammatory response, as well as the clinical course, during EAE. Among radio-resistant host cells, glia are strong candidates for regulators of CNS autoimmunity.

We found that murine microglia spontaneously upregulated CD11c as they aged. This is consistent with previous reports that aging microglia exhibit morphological, phenotypic, and transcriptomic changes indicative of a predisposition toward an activated or proinflammatory state (18–20). A number of the proinflammatory genes that we identified as upregulated in naive, middle-aged, compared with young adult, microglia have previously been reported to be upregulated in microglia from geriatric mice (14). Our working hypothesis is that the increased susceptibility of middle-aged mice to encephalitogenic T cell accumulation, white matter damage, and exacerbated clinical EAE, is driven, at least in part, by aging microglia. Indeed, enhanced microglial reactivity in the aging monkey brain correlates with an increase in perivascular T cell infiltrates in the white matter parenchyma, as well as cognitive impairment (21). Interestingly, genes we found to be highly expressed by microglia from middle-aged adoptive transfer recipients were also expressed at high levels by microglia located in the rims of chronic active lesions during PMS, including genes involved in expression of the MHC class II protein complex, ferritin complex, and complement cascade (Supplemental Figure 4).

The mechanisms underlying age-related changes in microglia are likely multifold. Neuronal maintenance of microglial homeostasis via CX3CL1/CX3CR1 and CD200/CD200R interactions wanes with aging (22–24). In addition, microglia can be stimulated by CNS-penetrant, proinflammatory factors, such as IL-6, CCL11, and IL-1β, that are systemically released by peripheral immune cells in the context of inflamm-aging, and/or by microbiome-derived molecules, such as LPS, that rise in the bloodstream consequent to age-related increases in gastrointestinal permeability (19, 20, 25–27). Microbial metabolites, which are altered during dysbiosis, also modulate microglial function in an age-dependent fashion. In young adults, gut microbiome-derived tryptophan metabolites and short chain fatty acids (SCFAs) cross the BBB and constitutively suppress microglia, thereby reducing the risk of neuroinflammation (28, 29). Dietary supplementation with the SCFA propionic acid is associated with less inflammatory activity, disability progression, and brain atrophy in MS (30). However, production of SCFAs and tryptophan metabolites by gut bacteria declines with aging (31), thereby removing another check on microglial activation.

scRNA-Seq of CD45^+^ leukocytes, harvested from the CNS at peak disease, revealed 2 clusters of EAE-associated microglia, both of which exhibited dynamic, age-dependent transcriptomic signatures (Figure 9). In comparison with their counterparts harvested from young adult adoptive transfer recipients, cluster 1 microglia from middle-aged recipients were highly enriched in transcripts that encode molecules engaged in the presentation of antigen to T cells. This finding led us to hypothesize that more efficient antigen presentation by cluster 1 microglia might boost the proliferation of donor T cells, resulting in higher T cell frequencies within the CNS infiltrates of middle-aged mice. However, contrary to that hypothesis, we found comparable frequencies of Ki67^+^ donor T cells among CD45^+^ CNS mononuclear cells isolated from young adult or middle-aged mice at peak EAE (data not shown). Furthermore, CD45^int^CD11b^+^ microglia, purified from young adult or middle-aged mice at peak EAE, stimulated the proliferation of 2D2 cells (T cell receptor–transgenic CD4^+^ cells specific for MOG peptide) to a similar degree (data not shown). To further investigate this issue, in future experiments we will compare the proliferation of donor T cells, and the antigen-presenting/T cell–polarizing capacity of sharply defined microglial subsets, in young adult versus middle-aged hosts at multiple time points. Interestingly, some of the transcripts upregulated in cluster 1 microglia from middle-aged mice are involved in the assembly and function of proteasomes and processing of MHC class I–restricted peptides. Although our model of EAE is CD4^+^ T cell driven, CD8^+^ T cells are more prevalent than CD4^+^ T cells in human MS lesions, including in the chronic active lesions that are typical of PMS (32–34). The emergence of microglia particularly well equipped to activate CD8^+^ T cells might be relevant to the pathogenesis of PMS.

In middle-aged hosts, cluster 2 microglia are enriched in transcripts that encode a range of chemokines including CXCL2 and CXCL10. We and others previously showed that neutrophil migration to the CNS during EAE is dependent on CXCR2-binding chemokines (such as CXCL1 and CXCL2) (13, 14, 35, 36), while CD4^+^ T cell migration is dependent on CXCR3-binding chemokines (such as CXCL9, CXCL10, and CXCL11) (11). Elevated production of CXCL2 and CXCL10 by aged cluster 2 microglia might trigger preferential accumulation of donor T cells and neutrophils locally and thereby underlie the relative enrichment of those subpopulations in the CNS of middle-aged hosts during EAE. The translational significance of this finding is underscored by the observations that patients with PMS have a relatively high percentage of circulating CXCR3^+^ lymphocytes (37), and CXCR3^+^ lymphocytes preferentially accumulate in MS lesions (38). Furthermore, CXCL9 and CXCL10 are upregulated in PMS brains (33), and expression of CXCR3 on circulating CD8^+^ T cells correlates with MS lesion volume (39). There is also evidence that neutrophil-related factors and chemokines are dysregulated in PMS and correlate with clinical, as well as radiological, measures of CNS tissue damage (27).

In addition to sculpting the neuroinflammatory response via antigen presentation and chemokine production, aging microglia could modulate EAE by releasing soluble factors that directly damage oligodendrocytes and/or axons, such as reactive oxygen and nitrogen species, enzymes, and TNF family members (40, 41), and/or that drive the polarization of neurotoxic astrocytes, such as IL-1α and C1q (29, 42). Conversely, we found that aging microglia in cluster 1 downregulated expression of transcripts encoding heat shock protein 90, which has been implicated in neuroprotection, and heat shock protein 70, which has been associated with the suppression of neurotoxic astrocytes (43, 44). Increased susceptibility of oligodendrocytes and neurons/axons to immune-mediated insults, combined with impairment of microglial phagocytosis, might escalate CNS deposition of damage-associated molecular patterns (DAMPs) and cellular debris in middle-aged hosts. DAMPs and cellular debris incite the activation of microglia and infiltrating leukocytes, which could fuel a self-amplifying cycle of tissue destruction. Although the adoptive transfer model of EAE in middle-aged mice lacks a number of salient pathological features of PMS (i.e., slowly expanding, chronic active lesions and cortical lesions), it may be useful for investigating how biological aging alters inflammatory demyelinating disease in other ways that simulate PMS (i.e., diffuse microglial activation and a nonremitting clinical course) and for testing the efficacy of senolytic drugs, microglial suppressors, or other novel therapeutic interventions potentially beneficial in the PMS subpopulation.

## Methods

### Mice

CD45.1 congenic and wild-type C57BL/6 mice were obtained from Charles River Laboratories or the NIH/National Cancer Institute. Mice were housed in micro-isolator cages under specific pathogen–free conditions at The Ohio State University. Both male and female mice were used in experiments.

### Induction and assessment of EAE

Mice at 8 to 12 weeks of age were immunized subcutaneously with an emulsion consisting of 100 μg of MOG_35-55_ peptide (MEVGWYRSP-FSRVVHLYRNGK; Biosynthesis) emulsified in CFA (BD Difco), at 4 sites over the flanks. Inguinal, axial, and brachial lymph nodes and spleens were harvested from donor mice 10–14 days postimmunization and passed through a 70 μm strainer (Thermo Fisher Scientific) to obtain a single-cell suspension. The cells were cultured for 96 hours with MOG_35-55_ peptide (50 μg/mL) and Th17-polarizing factors as follows: recombinant murine (rm) IL-23 (8 ng/mL; R&D Systems), rmIL-1α (10 ng/mL; Peprotech), and anti–IFN-γ (10 μg/mL; clone XMG1.2, BioXCell). After 96 hours, the cells were harvested, washed, and resuspended in fresh media. CD4^+^ T cells were purified via positive-selection, magnetic-activated cell sorting using L3T4 magnetic microbeads (Miltenyi Biotec) per the manufacturer’s protocol. CD4^+^ T cells (90%–98% purity) were transferred via i.p. injection to naive C57BL/6 recipients. Recipient mice were weighed and observed daily for clinical disability and rated using a 5-point scale as described previously (35): briefly, 0.5, partial tail paralysis; 1, full tail paralysis; 1.5, hind limb weakness demonstrated by ability to correct from a prone position in <1 second; 2, hind limb weakness demonstrated by ability to correct from a prone position in >1 second; 2.5, hind limb weakness demonstrated by severe gait abnormality; 3, partial hind limb paralysis demonstrated by the inability to elevate hindquarters; 3.5 complete paralysis in 1 hind limb; 4, complete hind limb paralysis; 4.5, moribund; and 5, dead. Remission was defined as a reduction in clinical score from peak EAE by at least 0.5 points for 2 consecutive days or more. Remission score was calculated for each mouse by subtracting the clinical score at the time of study termination (day 20) from the score at peak disease severity.

### CNS mononuclear cell and homogenate collection

Mice were anesthetized with isoflurane and perfused with 1× PBS. The spinal cord was flushed through the spinal canal with PBS. Individual cords were homogenized with an 18-gauge needle in a protease inhibitor solution created using protease inhibitor cocktail tablets (Roche) per the manufacturer’s protocol (to a total volume 1.0 mL), then centrifuged at 800*g* for 5 minutes at 4°C, and the supernatant was collected and stored at –80°C. Tissue pellet was resuspended in a solution of HBSS with 1 mg/mL collagenase A (Roche) and 1 mg/mL DNase I (MilliporeSigma) and incubated at 37°C for 20 minutes. Mononuclear cells were separated from myelin via centrifugation at 800*g* and 4°C for 5 minutes in a 27% Percoll solution (GE Healthcare).

### Fluorescence immunohistochemistry

Spinal cords were harvested from mice perfused with 1× PBS and 4% paraformaldehyde (PFA). Tissue were postfixed with 4% PFA for 24 hours, washed with 1× PBS, decalcified with 0.5 M EDTA for 4–6 days, and cryopreserved with 30% sucrose solution at 4°C. Tissue was embedded in OCT (Scigen Scientific) for cryosectioning and stored at –80°C. Sections were blocked with 5% normal goat serum (MilliporeSigma), washed with 0.1% Triton X-100 (Thermo Fisher Scientific) in 1× PBS (PBS-T), and stained with rat anti–mouse CD45 (clone IBL-5/25; MilliporeSigma) for 48 hours at 4°C. Following washing with PBS-T, sections were stained with Alexa Fluor 647 goat anti–rat IgG (catalog A-21247, Invitrogen) for 2 hours. Sections were then stained with Fluoromyelin Red Fluorescent Myelin Stain (Invitrogen) per the manufacturer’s protocol. ProLong Gold antifade reagent with DAPI (Invitrogen) was applied immediately prior to applying the coverslip. Images were acquired using an Olympus IX83 inverted fluorescence microscope with cellSens Dimension software (Olympus). All microscopy settings, including laser power, gain, contrast, offset, gamma value, and exposure times, were consistent across channels throughout image acquisition. Total white matter area and areas of demyelination (distinguished via Fluoromyelin staining on the tetramethylrhodamine channel) were manually outlined in single-channel, grayscale images of lumbar spinal cord sections. Pixel area was measured, using ImageJ software (NIH), while blinded to the experimental groups. Percentage demyelination was calculated using the following formula: *100 – ([pixel area myelination/pixel area total white matter] × 100)*.

### Electrophysiology

Electrophysiological recordings were performed using a clinical electrodiagnostic system (Cadwell). During recordings mice were anesthetized using ketamine/xylazine anesthesia. A petroleum-based eye lubricant (Dechra) was applied to prevent corneal irritation and dryness. A thermostatically controlled, far-infrared heating pad was used to maintain body temperature (Kent Scientific). Hair from the right hind limb was removed with clippers (Remington, model VPG 6530) to allow for adequate electrode-skin contact. During anesthetized recordings, mice were placed in the prone position, and bilateral hind limbs were extended and affixed to the heating pad with Transpore medical tape (3M). Compound muscle action potential (CMAP) and single motor unit potential (SMUP) amplitudes were recorded from the right gastrocnemius muscle similar to our prior studies in aged mice (45, 46). Briefly, a pair of recording ring electrodes (Alpine Biomed) were placed at the proximal gastrocnemius (G1) and at the midtarsal region of the hind paw (G2). The skin underneath the ring electrodes was coated with electrode gel (Parker Laboratories) to reduce skin impedance. A disposable surface disc electrode was placed on the surface of the skin of the tail (Natus Neurology) as the common reference electrode (G0). Two 28-gauge monopolar electrodes (Natus Neurology) were inserted subcutaneously at the proximal right thigh and used as the cathode and anode to stimulate the sciatic nerve. A constant current stimulator was used to deliver pulses (0–10 mA current, 0.1 ms duration). Supramaximal stimulation was delivered to record the maximum CMAP amplitude. Then the stimulus was reduced, and a gradually increasing stimulus was used to elicit a total of 10 all-or-none CMAP increments. The 10 incremental responses were averaged to determine the average SMUP amplitude, which was used to calculate MUNE = maximum CMAP/average SMUP. To determine CMAP response following spinal cord conduction, the stimulating electrodes were placed subcutaneously at the base of the skull on each side of the spinal column. The spinal cord was stimulated using a constant current stimulator (0–40 mA, 0.2 ms) to elicit the maximum cervical motor evoked potential amplitude. During all recordings, high- and low-frequency filter settings were set at 10 kHz and 10 Hz, respectively. Peak-to-peak amplitudes were used for all analyses.

### Flow cytometry

For surface staining, cells were resuspended in 1× PBS with 2% fetal bovine serum, fixable viability dye (eFluor506, eBioscience), and anti-CD16/32 (clone 2.4G2, hybridoma, ATCC). Cells were then labeled with fluorescently labeled monoclonal antibodies specific for individual markers. For intracellular cytokine staining, cells were stimulated with PMA (50 ng/mL), ionomycin (2 μg/mL), and Brefeldin A (5 μg/mL) for 4–6 hours. Cells were then fixed and permeabilized with the Fixation/Permeabilization Kit (BD Biosciences) according to the manufacturer’s protocols and incubated with fluorescently labeled monoclonal antibodies. Data were acquired using a FACSMelody flow cytometer (BD Biosciences) and analyzed with FlowJo software (Tree Star).

### Antibodies

The following antibodies were obtained from eBioscience: CD11b (M1/70)-APC-eFluor 780, CD11c (N418)-PerCP-Cyanine5.5, CD45.1 (A20)-FITC and PE, CD45R/B220 (RA3-6B2)-PE, and Ki-67 (SolA15)-PE-Cyanine7. The following antibodies were obtained from Invitrogen: CD45 (30-F11)-eFluor 450 and GM-CSF (MP1-22E9)-FITC. The following antibodies were obtained from BD Pharmingen: Ly6G (1A8)-PE-Cy7. The following antibodies were obtained from BioLegend: CD4 (RM4-5)-APC. For in vivo GM-CSF blocking experiments, 500 μg of anti–mouse GM-CSF (MP1-22E9) or rat IgG2a isotype control (2A3) (BioXCell) was administered via i.p. injection.

### Multiplex cytokine assay

Cytokine levels were measured in spinal cord homogenates by Luminex multiplex bead-based analysis (MILLIPLEX MAP Mouse Cytokine/Chemokine Magnetic Bead Panel; MilliporeSigma) using the Bio-Plex 200 system (Bio-Rad Laboratories) according to the manufacturer’s protocols.

### Generation of BM chimeras

Femur, tibia, and humerus bones were harvested from donor mice. Marrow was flushed from the bone, then passed through a 70 μm mesh filter to generate a single-cell suspension, and red blood cells were lysed by a brief incubation in ACK lysis buffer (Quality Biological). Hosts were lethally irradiated with 2 doses of 6.5 Gy and reconstituted by tail vein injection of 2 × 10^6^ to 4 × 10^6^ donor BM cells. Recipient mice were allowed to reconstitute their circulating leukocyte pools for 6 weeks prior to use.

### Schematic design

All figure schematics were created with BioRender.com.

### scRNA-Seq analysis

#### Sequence mapping and preprocessing.

Mononuclear cells were isolated from 4 spinal cords per group and processed following the 10x Genomics Chromium Single Cell RNA v3 protocol. Libraries were sequenced on an Illumina NovaSeq instrument and counted with CellRanger v3.1.0 using mm10 reference genome GENCODE vM23/Ensembl 98. Data processing and visualizations of the scRNA-Seq data were performed using the Seurat package (v.4.0.4) in R (4.1.0). For the initial quality control filtering, we removed individual cells that detected fewer than 200 genes or more than 25,000 reads, as well as genes that were detected in fewer than 3 cells. We filtered outlier cells outside the range of 5 times median absolute deviation of that cell due to sequencing depth using scater in R. We also retained only cells with less than 10% mitochondrial reads and less than 50% ribosomal reads. Data were scaled to 10,000 transcripts per cell, then transformed to log space using Seurat’s LogNormalize method. The top 2000 highly variable genes in each sample were computed based on dispersion and mean.

#### Data integration and cell clustering.

To correct batch effects, anchor genes were identified from all samples using the FindIntegrationAnchors function in Seurat on the first 20 dimensions, and data were integrated via the Seurat IntegrateData function. Principal component analysis was performed on the top highly variable genes. The top 20 PCs were used to build a k-nearest-neighbors cell-cell graph with k = 30 neighbors. Cell clusters were identified using the Louvain graph-clustering algorithm with a resolution set to 0.4. We assigned the cell type labels for each cell cluster using small sets of known marker genes and cluster-specific genes. Finally, the data set was projected onto 2-dimensional space using UMAP dimensionality reduction with default parameters.

#### Differentially expressed gene analysis and enrichment test.

We identified cluster-specific genes for the clusters using the FindAllMarkers function, comparing the gene expression levels in a given cluster with the rest of the cells. The significance of difference was determined using a Wilcoxon rank-sum test with Bonferroni’s correction. Differentially expressed genes are determined by setting a threshold of the adjusted *P* value of less than 0.05 and absolute log_2_-fold change more than 0.25. We computationally selected individual cell types for between-group differential gene expression analysis. Note that the batch-corrected integration data were used only for cell clustering and dimensional reduction, and the differential gene expression analysis was performed using the normalized RNA assay slot in Seurat. Pathway enrichment analysis was performed using Enrichr using libraries including GO_2018 and KEGG_2019_MOUSE. We also used clusterProfiler’s universal enrichment analyzer to analyze our manually selected GO pathways and overlapping DEGs with public data sets. Volcano plots were generated for DEG visualization using EnhancedVolcano. Heatmaps were generated using ComplexHeatmap on *z* score–transformed normalized gene expression values.

#### Data availability.

RNA-Seq data are available in the NCBI’s Gene Expression Omnibus database under the following accession number: GSE200901.

### Bulk RNA-Seq analysis

Individual FASTQ files were trimmed for adapter sequences and filtered using fastp v0.20.0. Mouse reference genome GRCm38.p6 and gene annotation described by Gene Transfer Format were downloaded from Ensembl release 99 (January 2020). Reads alignment was performed against the reference genome using HISAT2 v2.1.0. Gene expression values for genes were quantified using the featureCounts tool of the Subread package v1.5.0-p2 in the unstranded mode. Genes detected in fewer than 10 total counts in at least 3 samples were removed from downstream analysis. The fold change was calculated using counts per million–normalized values using EdgeR.

### Statistics

Statistical analysis was performed in GraphPad Prism using paired or unpaired 2-tailed Student’s *t* test, or 1-way or 2-way ANOVA with correction for multiple comparisons, as indicated in the legends. Disease curves were compared by unpaired 2-tailed Student’s *t* tests with a Welch correction at individual days where indicated. Comparison for incidence, survival, and remission curves were performed using a log-rank test. Outliers were identified by ROUT analysis and removed as necessary. A *P* value less than 0.05 (*) was considered significant; **P < 0.01, ***P < 0.001, and ****P < 0.0001. A description of the statistical analysis used in RNA-Seq analysis is provided in the previous subsection.

### Study approval

All animal experiments were performed in accordance with an IACUC-approved protocol at The Ohio State University.

## Author contributions

JRA, ADJ, ARS, A Munie, and WDA performed experiments and data analysis. A Ma and CW oversaw RNA-Seq analysis. BMS and JRA wrote the manuscript and coedited it with the help of the other authors. BMS and JRA directed the studies.

## Supplementary Material

Supplemental data

## Figures and Tables

**Figure 1:**
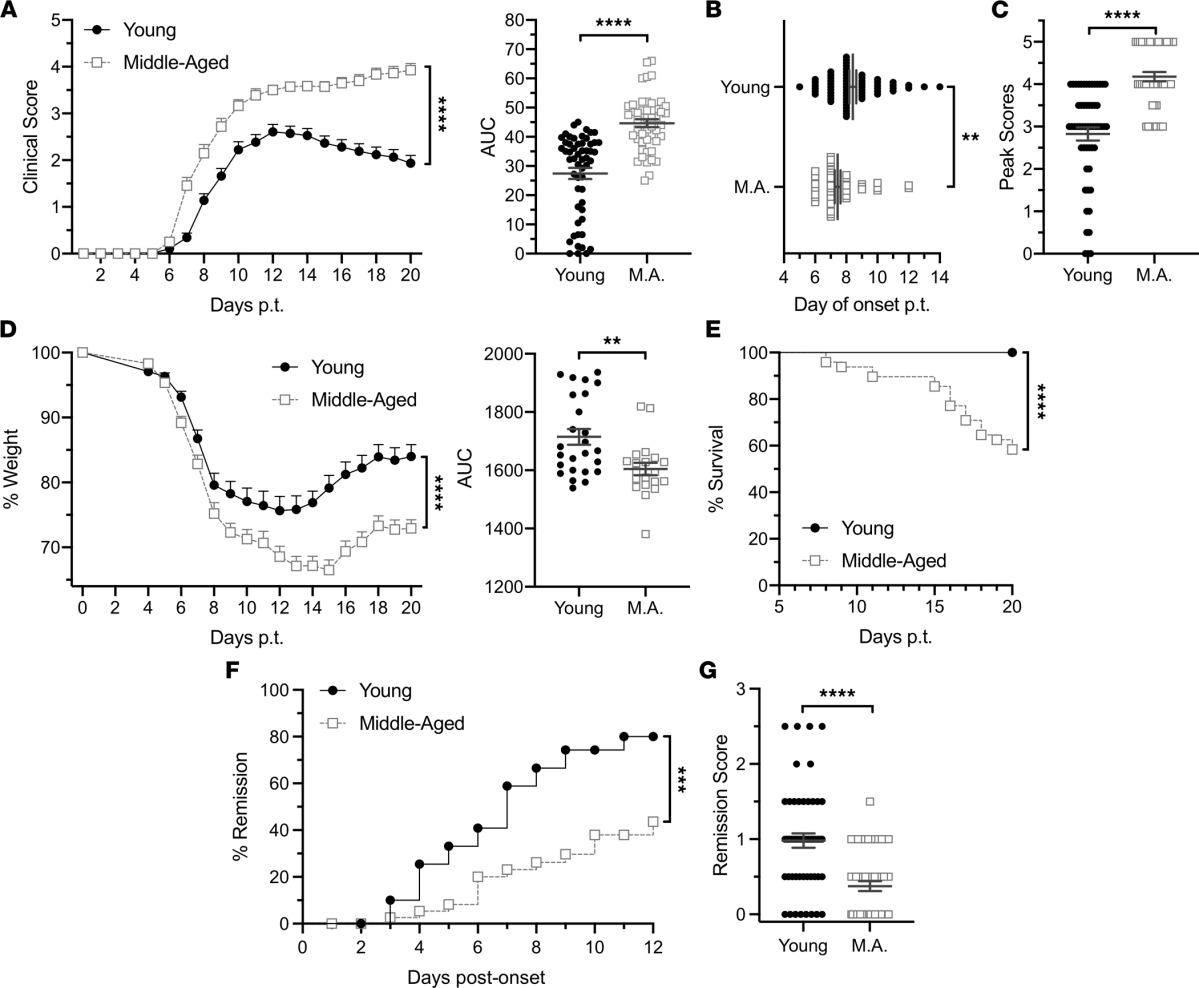
Middle-aged mice exhibit an exacerbated, nonremitting course of Th17-mediated EAE. EAE was induced by the adoptive transfer of myelin-reactive Th17 cells into young or middle-aged mice. (**A**–**C**) Young (*n* = 70) and middle-aged (*n* = 62) adoptive transfer recipients were scored daily for severity of neurological deficits while blinded to the identity of experimental groups. Data were pooled from 4 independent experiments. (**A**) Mean clinical scores of young and middle-aged hosts over time (left panel). The AUC was measured for individual mice in each group (right panel). (**B**) Day of disease onset posttransfer (p.t.) and (**C**) peak clinical disease scores of individual mice. (**D**) Young (*n* = 40) and middle-aged (*n* = 36) recipients were weighed daily. Data were pooled from 3 independent experiments. The percentage of baseline weight over time, averaged across young and middle-aged recipients (left panel). The AUC was measured for individual mice in each group (right panel). (**E**) Percentage survival over the disease course. (**F**) Percentage of mice undergoing remission on each day after clinical onset. (**G**) Remission score was calculated for each mouse by subtracting the clinical score at study termination (day 20 after cell transfer) from the clinical score at peak disease severity. Each symbol in **B**, **C**, and **G**, and the right panels of **A** and **D**, represents data generated from a single mouse. Statistical significance was determined using unpaired 2-tailed Student’s *t* test. Curves in the left panels of **A** and **D** were compared using a mixed effects model. Curves in **E** and **F** were compared using the log-rank test. Error bars indicate mean ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001.

**Figure 2:**
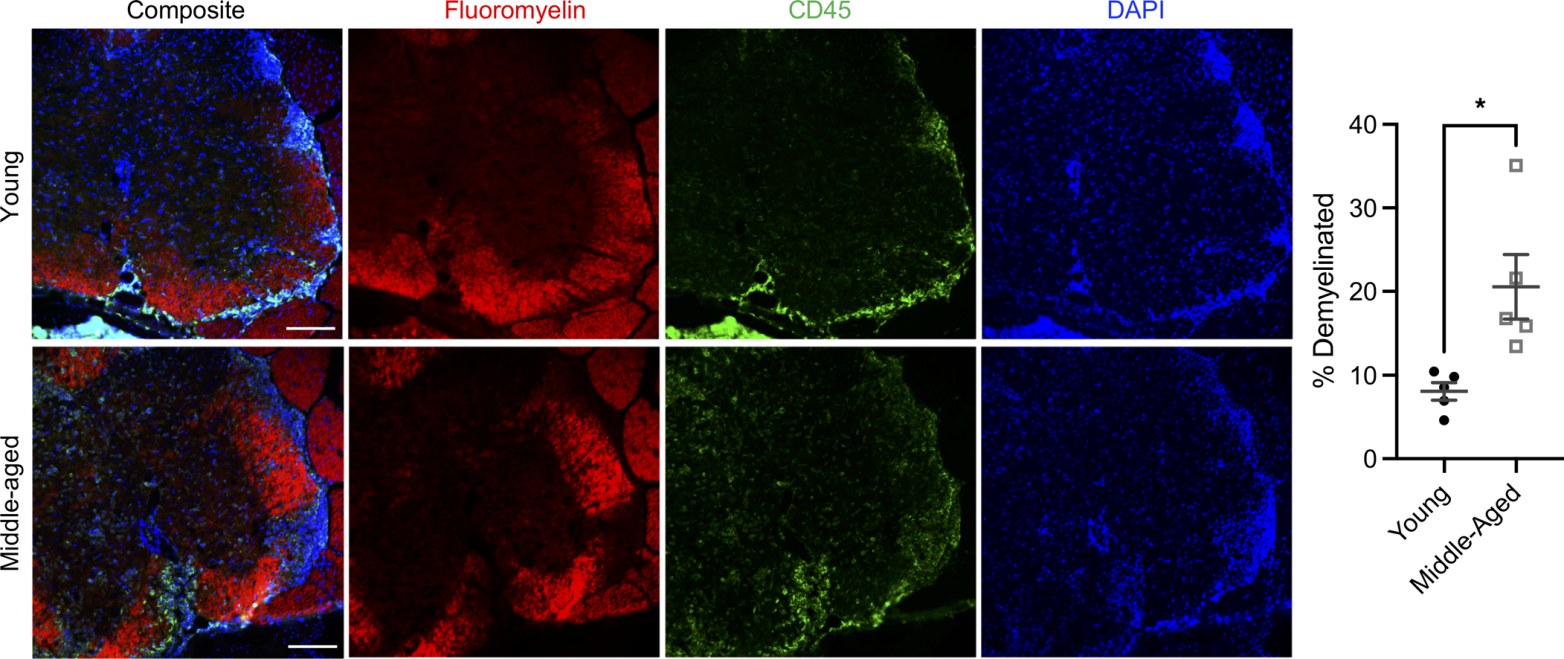
Spinal cord demyelination and inflammatory infiltration are exacerbated in middle-aged recipients. Representative spinal cord sections of young (upper panels) and middle-aged (lower panels) adoptive transfer recipients of encephalitogenic Th17 cells. Sections were stained for myelin (Fluoromyelin; shown in red), CD45 (green), and DAPI (blue). Demyelinated area is shown as a percentage of total white matter area. Data were pooled from 2 independent experiments with 5 mice per group. All images were acquired at 20× original magnification. Scale bars represent 100 microns. Statistical significance was determined using the unpaired 2-tailed Student’s *t* test. *P < 0.05.

**Figure 3:**
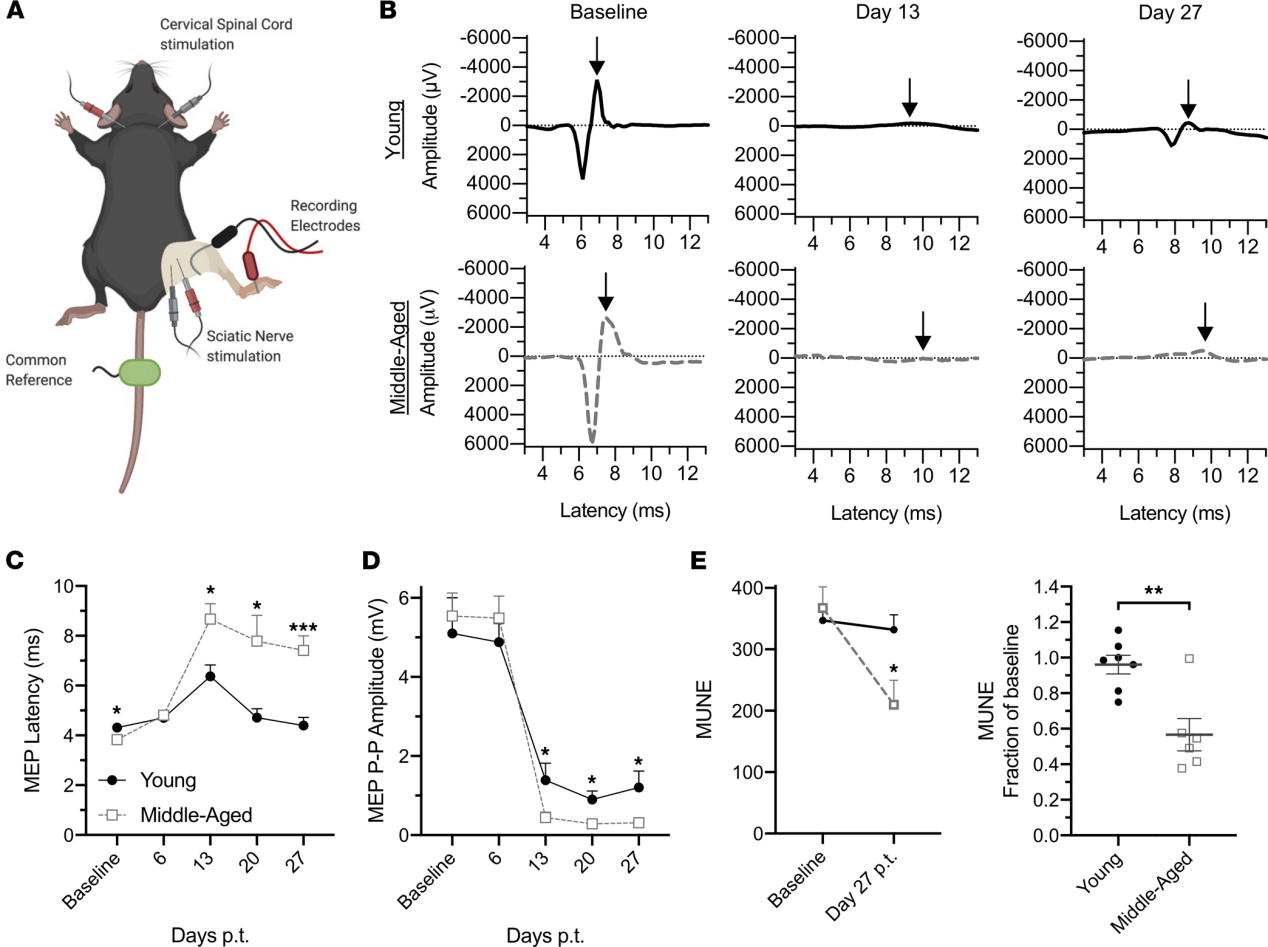
Electrophysiological studies indicate increased demyelination and neuronal/axonal loss in the spinal cords of middle-aged mice with EAE. (**A**–**E**) EAE was induced in young adult (*n* = 10) and middle-aged (*n* = 10) mice by the adoptive transfer of encephalitogenic MOG-specific CD4^+^ T cells. Mice were anesthetized for electrographic recordings. (**A**) Depiction of electrode placement. (**B**) Representative cervical motor-evoked potentials recorded from the right gastrocnemius following cervical spinal cord stimulation at baseline, day 13, and day 27 after cell transfer. Arrows indicate negative peaks of the cervical motor-evoked potentials. (**C** and **D**) Electrographic measurements were obtained at baseline and then weekly posttransfer (p.t.). Measurements of motor-evoked potential latency (**C**) and peak-to-peak (P-P) amplitude (**D**) were averaged across each group. (**E**) Motor unit number estimation (MUNE) was calculated at baseline and on day 27 posttransfer. Mean values for each group are shown (left panel). The ratio of MUNE at day 27 after cell transfer over baseline is shown for individual mice (right panel). Statistical significance determined by unpaired 2-tailed Student’s *t* test. *P < 0.05, **P < 0.01, ***P < 0.001. Error bars indicate mean ± SEM.

**Figure 4:**
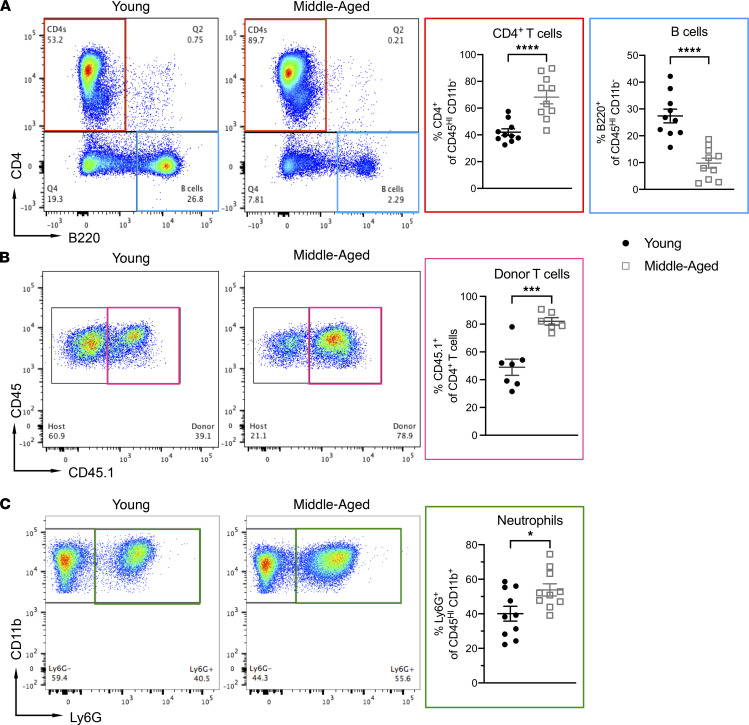
The composition of CNS-infiltrating immune cells differs between middle-aged and young adult mice with EAE. (**A**–**C**) Mononuclear cells were isolated from the spinal cords of young adult and middle-aged mice on day 10 posttransfer of encephalitogenic CD45.1^+^CD4^+^ T cells for flow cytometric analysis, gating on all CD45^+^ cells. Representative dot plots (left panels). The frequencies of CD4^+^ T cells and B cells (**A**), CD45.1^+^ donor CD4^+^ T cells (**B**), and neutrophils (**C**), among CNS-infiltrating CD45^+^ cells (right panels). Each symbol represents an individual mouse. Data were pooled from 3 independent experiments with a total of 7–10 mice per group. Statistical significance was determined using the unpaired 2-tailed Student’s *t* test. *P < 0.05, ***P < 0.001, ****P < 0.0001. Error bars indicate mean ± SEM.

**Figure 5:**
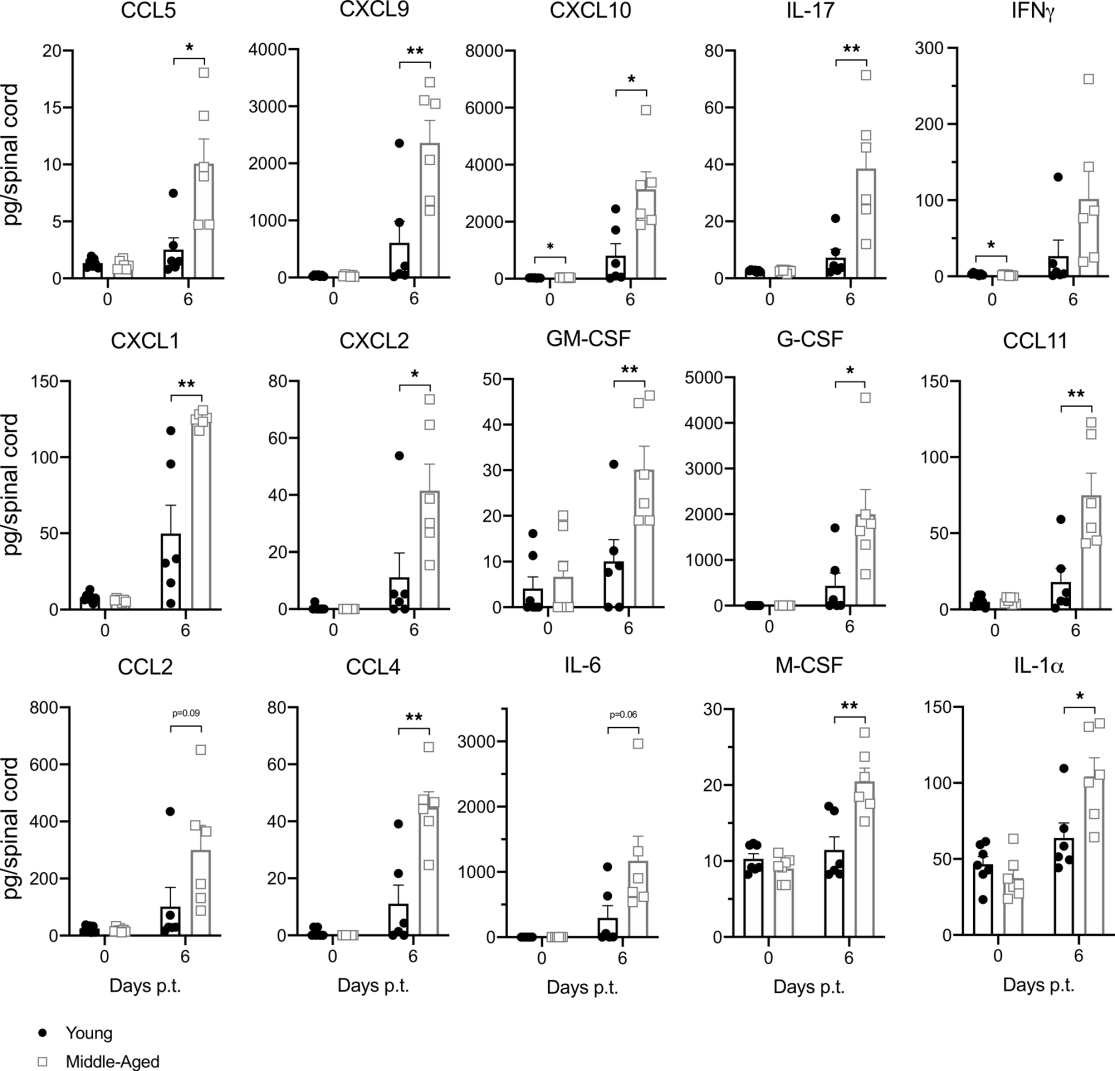
Proinflammatory proteins are elevated in the spinal cords of middle-aged mice with adoptive transfer EAE. Spinal cord homogenates were obtained from young (closed circles) and middle-aged (open squares) naive mice (left bars) or adoptive transfer recipients on day 6 posttransfer (right bars). A panel of proinflammatory factors were measured using the Luminex bead-based multiplex platform. Data were pooled from 2–4 independent experiments with a total of 7–13 mice/group. Each symbol represents a single mouse. Statistical significance was determined using the unpaired 2-tailed Student’s *t* test. *P < 0.05, **P < 0.01. Error bars indicate mean ± SEM.

**Figure 6:**
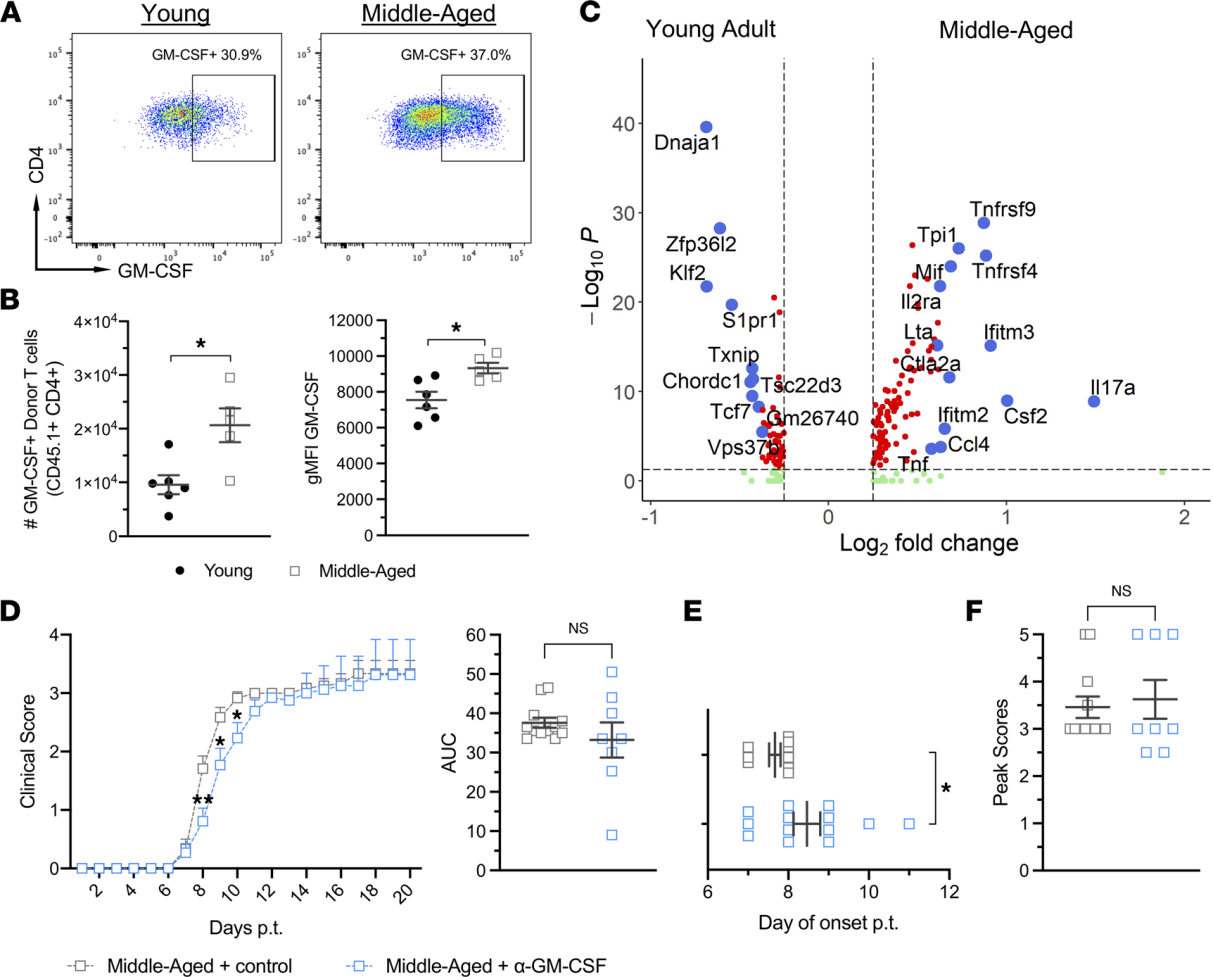
GM-CSF promotes exacerbated EAE in middle-aged mice early, but not late, in the clinical course. (**A** and **B**) CNS mononuclear cells were harvested from the spinal cords of young adult and middle-aged mice on day 10 after T cell transfer for analysis by flow cytometry. (**A**) Representative dot plots showing intracellular GM-CSF expression, gating on CD45.1^+^ donor CD4^+^ T cells. (**B**) Total number of GM-CSF^+^ donor T cells (left panel), and geometric mean fluorescence intensity (gMFI) of GM-CSF in donor T cells (right panel), isolated from the spinal cords of individual mice. Data were pooled from 2 independent experiments with 5–6 mice/group. (**C**) CD45^+^ mononuclear cells, FACS sorted from the spinal cords of young adult or middle-aged mice with EAE on day 6 after cell transfer, were analyzed by single-cell RNA sequencing (scRNA-Seq). The volcano plot shows gene expression changes, comparing young versus middle aged cells, within the CD4^+^ T cell cluster. Red dots represent genes that are below an adjusted *P* value of 0.05 and greater than an absolute log_2_-fold change of 0.25. Green dots show genes that meet the fold change threshold but not the *P* value threshold. Blue dots show manually selected genes to display. (**D**–**F**) Middle-aged mice were injected i.p. with anti–GM-CSF neutralizing antibody or control antibody every other day from the time of encephalitogenic T cell transfer onward (*n* = 14 mice/group; pooled from 2 independent experiments). Mice were scored for severity of neurological deficits on a daily basis while blinded to the identity of the experimental groups. (**D**) Mean clinical scores of mice in each group over time (left panel). AUC of individual mice (right panel). (**E**) Day of clinical disease onset posttransfer and (**F**) peak clinical disease scores of individual mice. Statistical significance was determined using the unpaired 2-tailed Student’s *t* test. *P < 0.05 or as indicated. Error bars indicate mean ± SEM.

**Figure 7:**
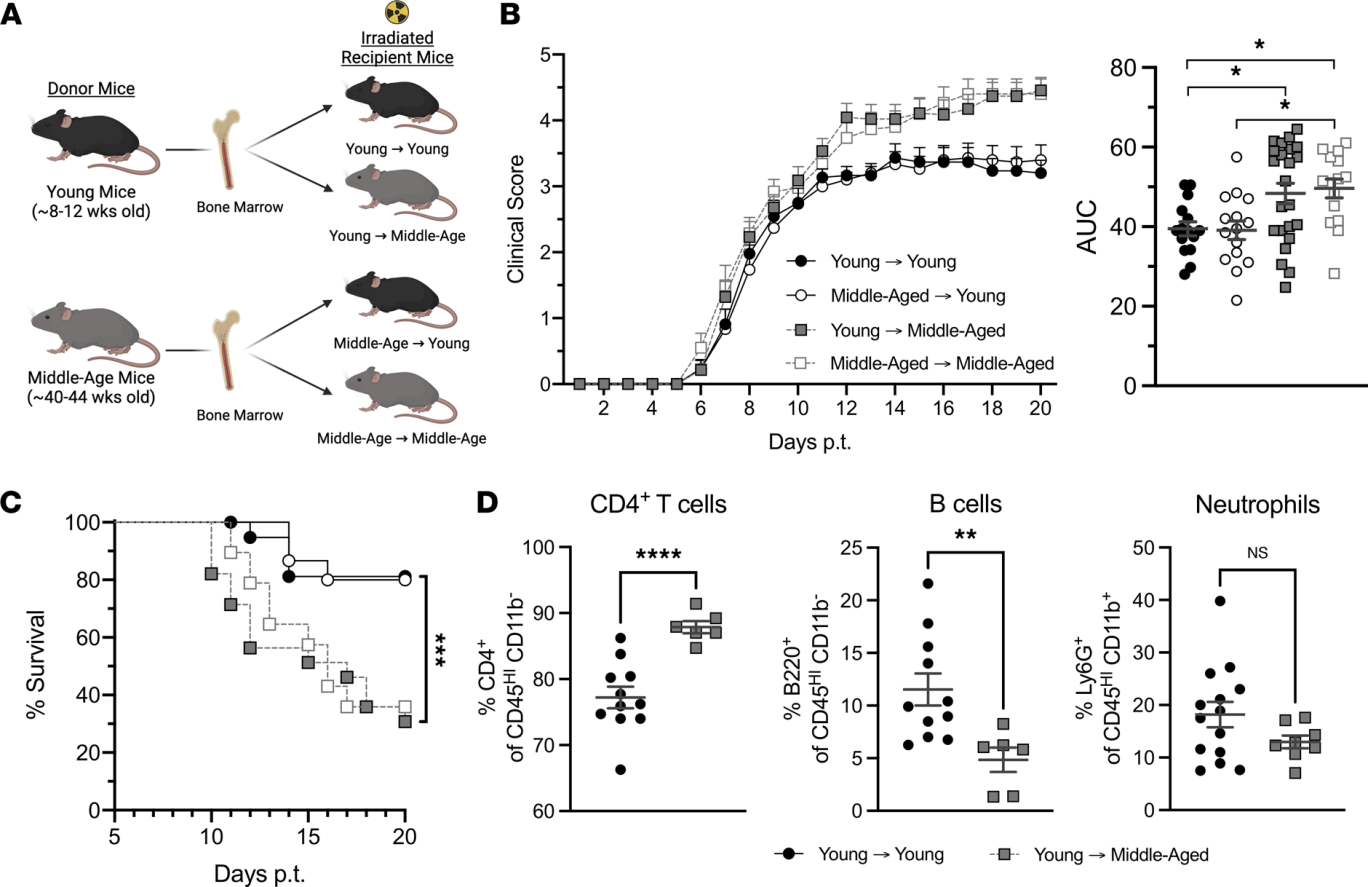
Radio-resistant, nonhematopoietic cells drive exacerbated EAE in middle-aged mice. (**A**–**D**) Reciprocal bone marrow chimeric mice were constructed with young adult or middle-aged donors and hosts. Following reconstitution, all chimeric mice were injected i.p. with 3 × 10^6^ MOG-primed CD4^+^ Th17 cells. Mice were scored for severity of neurological deficits on a daily basis while blinded to the identity of the experimental groups. (**A**) Schematic depicting the construction of reciprocal bone marrow chimeras. (**B**) Mean clinical scores over time (left panel) and AUC of individual mice (right panel). (**C**) Percentage of surviving mice in each group over time. (**D**) Frequencies of CD4^+^ T cells, B cells, and neutrophils among CD45^+^ spinal cord mononuclear cells harvested from individual mice on day 10 posttransfer. Data in **B** and **C** were pooled from 3 independent experiments with a total of 15–28 mice per group. Each symbol in **B**, right panel, and in **D** represents an individual mouse. Data in **D** are pooled from 3 independent experiments with a total of 6–14 mice/group. Statistical significance was determined using a 1-way ANOVA and Dunnett’s T3 multiple-comparison test in **B** and unpaired 2-tailed Student’s *t* test in **D**. Curves in **C** were compared using the log-rank test. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001. Error bars indicate mean ± SEM.

**Figure 8:**
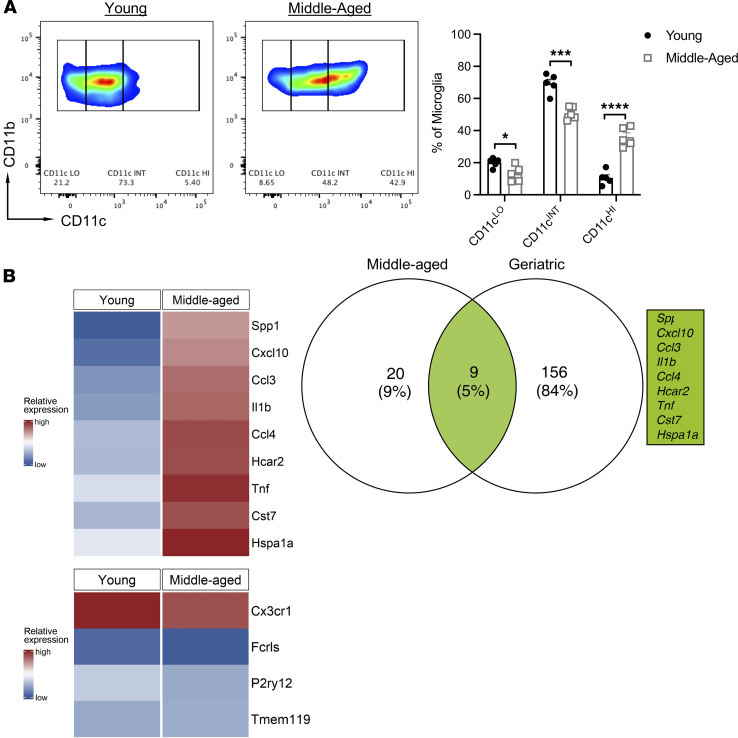
Microglia in middle-aged mice upregulate genes indicative of a reactive, age-associated phenotype. Mononuclear cells were harvested from the spinal cords of naive young adult and middle-aged mice. (**A**) Representative dot plots (left and middle panel), and frequencies of CD11c^lo^, CD11c^int^, and CD11c^hi^ cells among CD45^int^CD11b^+^ microglia (right panel), are shown. Each symbol in the right panel represents an individual mouse. Data were pooled from 2 independent experiments with *n* = 5 mice/group. Statistical significance was determined using the unpaired 2-tailed Student’s *t* test. *P <0.05, ***P < 0.001, ****P < 0.0001. Error bars indicate mean ± SEM. (**B**) CD45^int^CD11b^+^ cells were FACS sorted, and RNA was extracted for bulk sequencing. Venn diagram depicts the number of overlapping genes and overall percentage of genes upregulated in naive microglia isolated from middle-aged mice compared with geriatric mice (age P540) (left). Heatmaps illustrating the relative expression of overlapping genes (right) and homeostatic genes (bottom).

**Figure 9:**
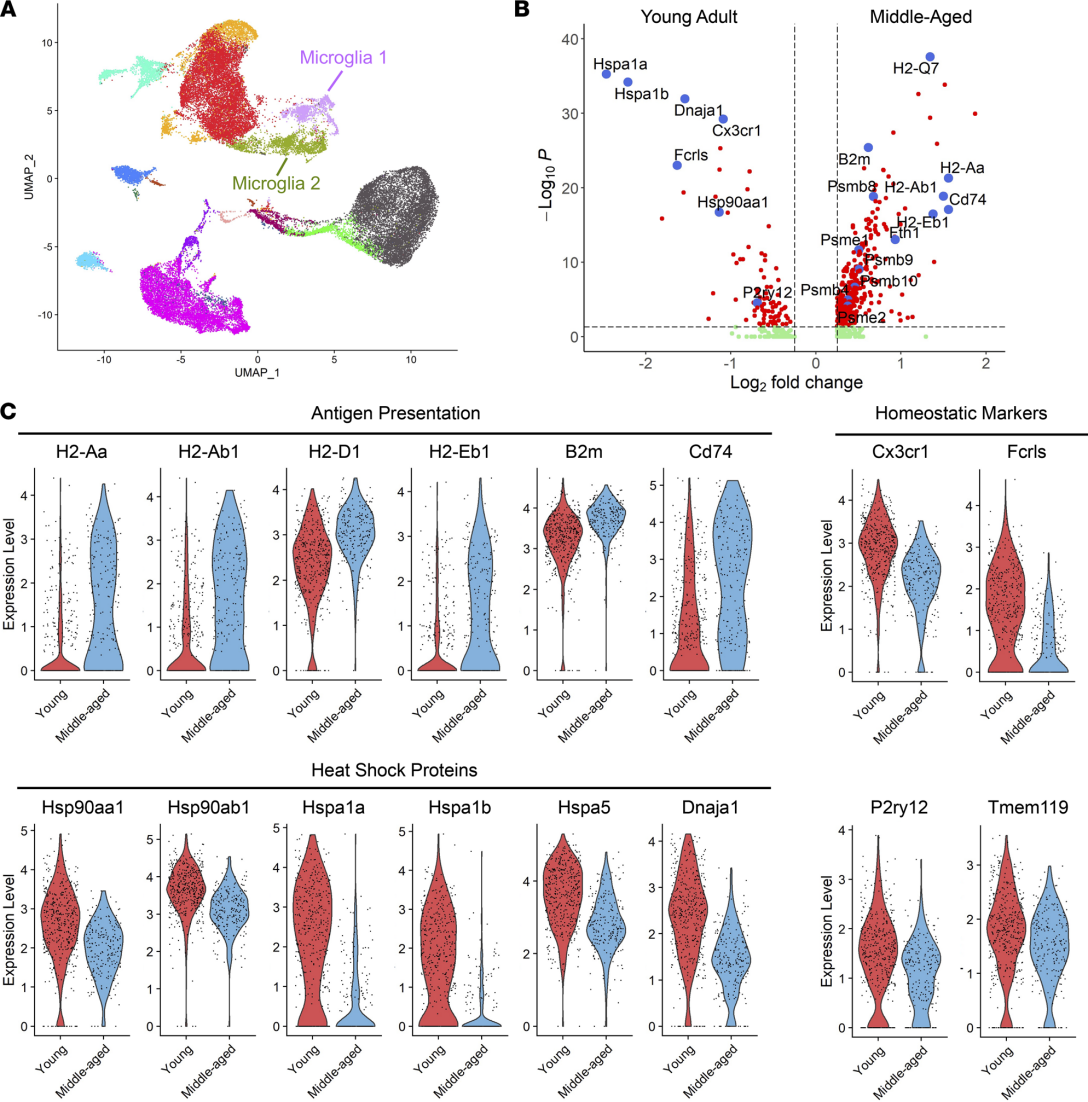
Microglia from middle-aged mice with EAE express distinct transcriptomic signatures. CD45^+^ mononuclear cells were FACS sorted from young adult or middle-aged mice with EAE on day 6 after cell transfer and subjected to scRNA-Seq. (**A**) Uniform manifold approximation and projection (UMAP) plot showing clustering by cell type, labeled on the basis of known lineage markers. (**B**) Gene expression changes in cluster 1 microglia isolated from young adult versus middle-aged mice, shown as a volcano plot. Red dots represent genes that are below an adjusted *P* value of 0.05 and greater than an absolute log_2_-fold change of 0.25. Green dots show genes that meet the fold change threshold but not the *P* value threshold. Blue dots show manually selected genes to display. (**C**) Selected differentially expressed genes in cluster 1 microglia from young adult (red) and middle-aged (blue) adoptive transfer recipients, shown as violin plots. Numbers on the *y* axis correspond to the *z* score for each gene.

**Figure 10:**
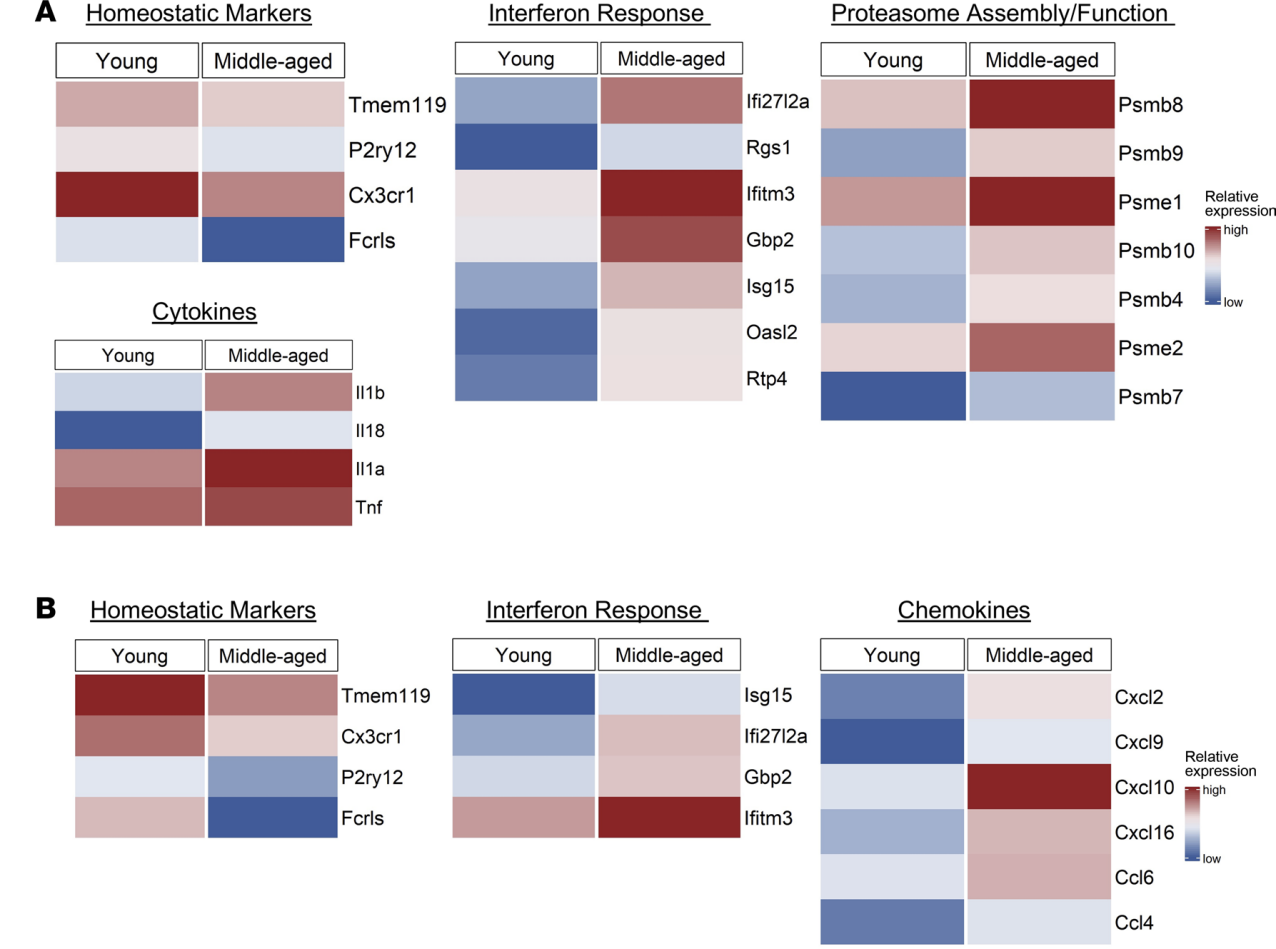
Microglia from middle-aged mice with EAE downregulate homeostatic genes and upregulate proinflammatory and IFN response genes. scRNA-Seq was performed on CD45^+^ CNS mononuclear cells isolated from young adult and middle-aged adoptive transfer recipients as described in the legend to Figure 9. The heatmaps show *z* score–transformed normalized expression values of selected genes in cluster 1 microglia (**A**) or cluster 2 microglia (**B**), comparing young adult and middle-aged recipient mice.

# Supplementary material for: Biological aging of CNS-resident cells alters the clinical course and immunopathology of autoimmune demyelinating disease
**Source:** JCI Insight. 2022 Jun 22;7(12):e158153. doi: 10.1172/jci.insight.158153
**Supplement:** Supplemental data

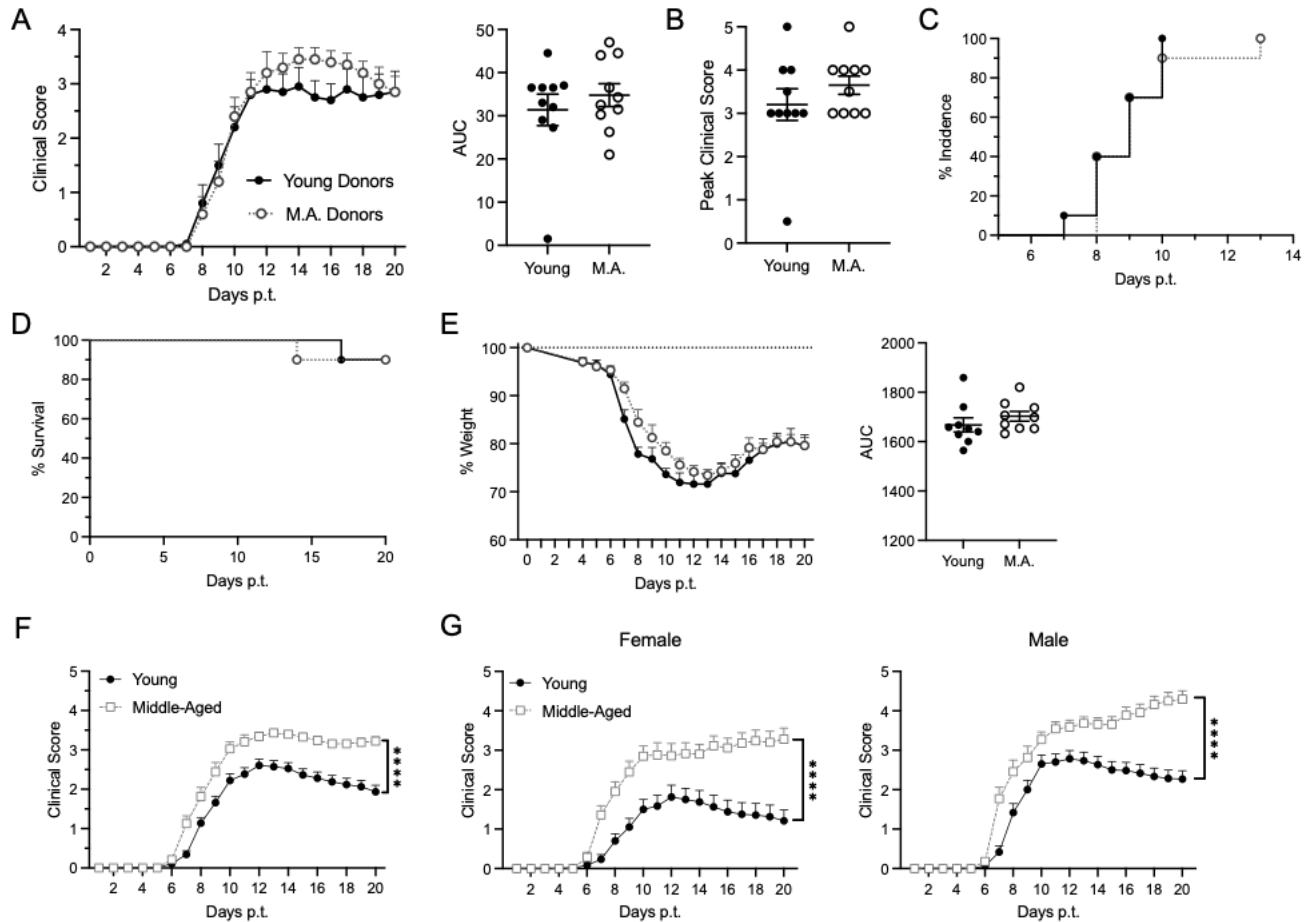

**Supplemental Figure 1. The age of MOG-primed donor CD4<sup>+</sup> T cells does not impact the clinical course of adoptively transferred EAE.** MOG/CFA primed lymph node cells from young adult (8-12 week old) or middle-age (M.A., 40-44 week old) mice were cultured with MOG<sub>35-55</sub> peptide and Th17 polarizing factors. The cells were harvested 96 hours later. CD4<sup>+</sup> T cells were purified and injected into naïve, syngeneic young adult mice (n=10 mice/ group). **(A)** Mean clinical scores of mice in each group (left) and areas under the curve (AUC) of individual mice (right). **(B)** Peak clinical scores for individual mice. **(C)** Disease incidence in each group over time. **(E)** Percent of surviving mice in each group over time. **(E)** Mean change in weight (shown as percent of baseline weight) of mice in each group throughout the clinical course (left), and AUCs of individual mice (right). **(F)** Clinical courses of young (n=70) and middle-aged (n=43) adoptive transfer recipients that survived throughout the duration of the study. Data are pooled from 4 independent experiments. **(G)** Clinical courses of young and middle-aged adoptive transfer recipients, separated by sex. n=23-35/ group. Data were pooled from 2 independent experiments. Curves in **F** and **G** were compared using a mixed effects model. Error bars indicate mean  $\pm$  SEM. \*\*\*\*p < 0.0001.

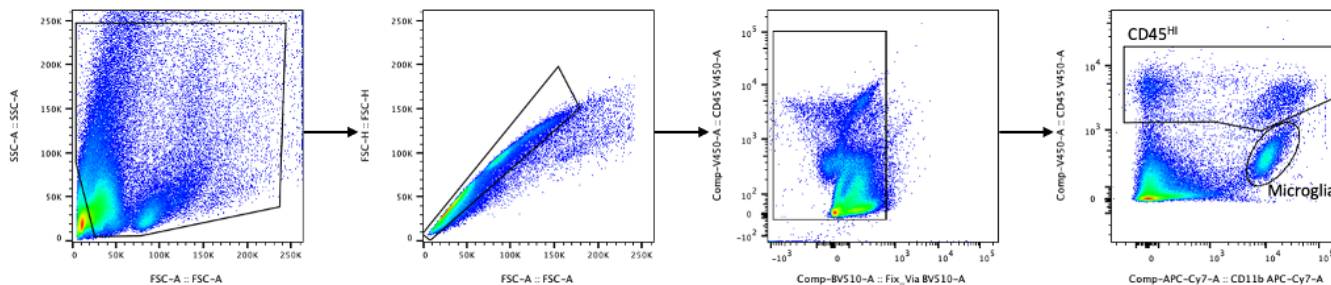

15

16 **Supplemental Figure 2. Representative gating strategy for flow cytometric analysis and FACS isolation.**

17 Single cells were gated via forward scatter (FSC) and side scatter (SSC), and dead cells were excluded using a  
 18 fixable viability dye. Microglia were identified as  $CD45^{int}CD11b^{+}$ , infiltrating myeloid cells as  $CD45^{hi}CD11b^{+}$ , and  
 19 infiltrating lymphocytes as  $CD45^{hi}CD11b^{-}$ .

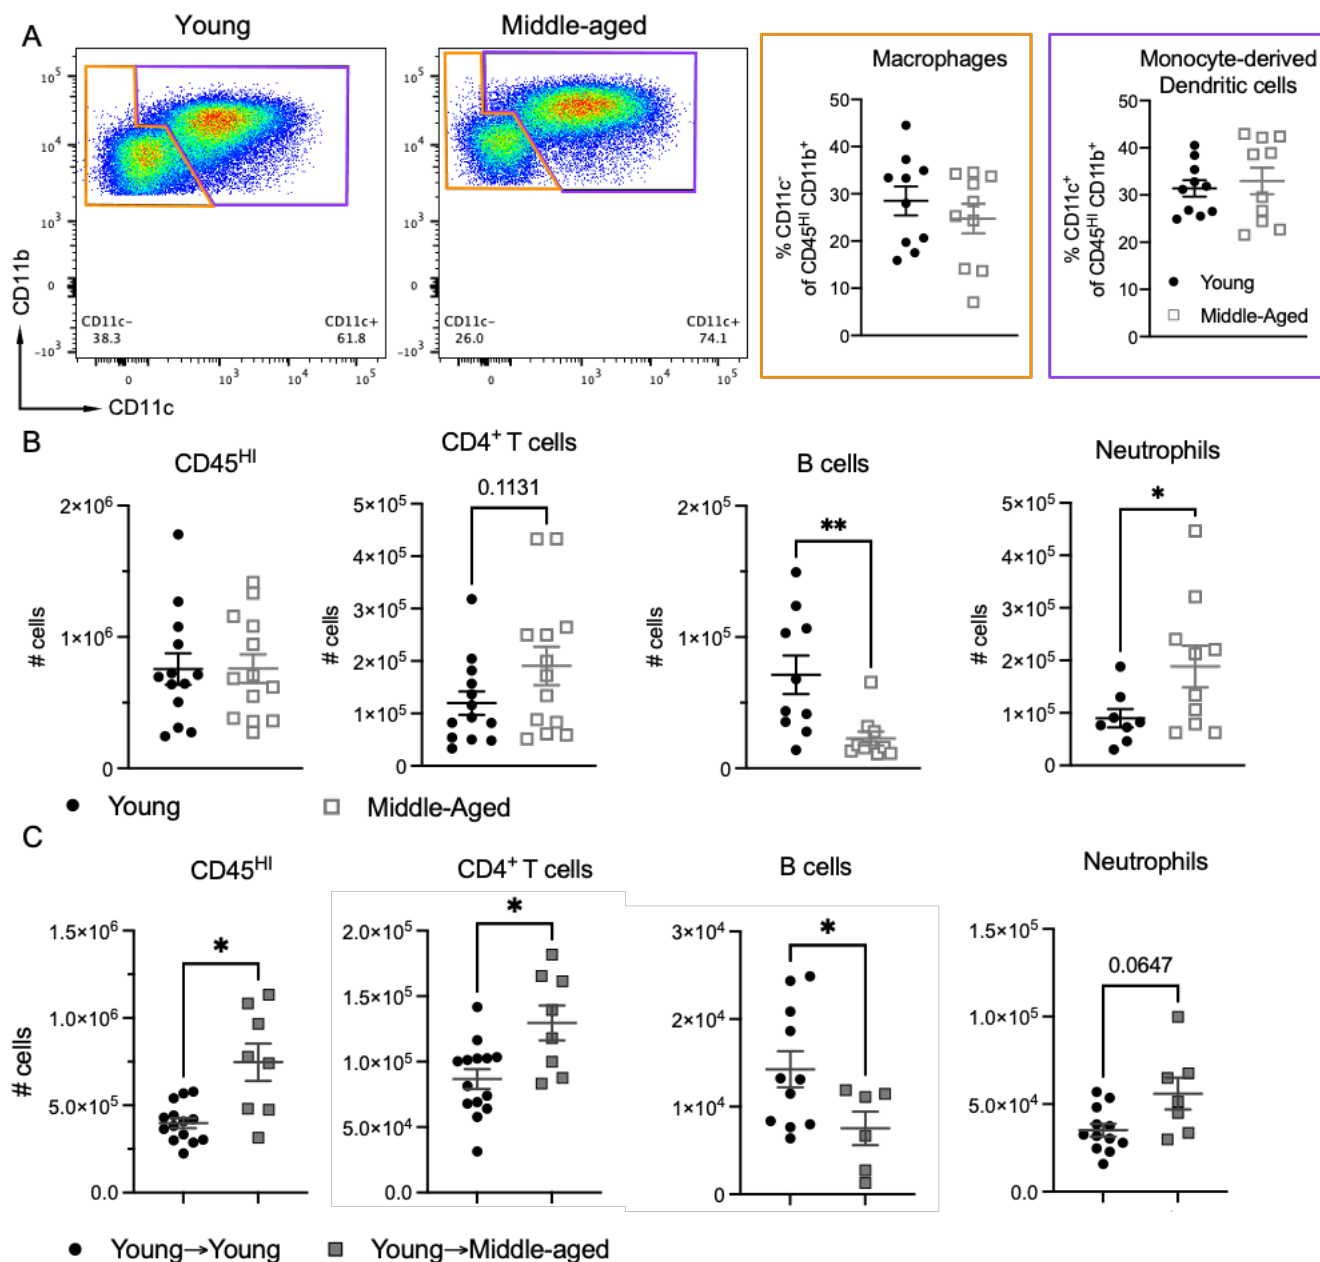

**Supplemental Figure 3. The frequencies of monocyte-derived dendritic cells and macrophages and total number of CNS infiltrates of young and middle-aged adoptive transfer recipients, and chimeric mice, at peak EAE.** CNS inflammatory cells were harvested from the spinal cords of young and middle-aged mice at day 10 adoptive post-transfer. **(A)** Representative dot plots of CNS infiltrating myeloid cells (left panels). Frequencies of macrophages (CD11b<sup>+</sup> Ly6G<sup>-</sup> CD11c<sup>-</sup>) and monocyte-derived dendritic cells (CD11b<sup>+</sup> Ly6G<sup>-</sup> CD11c<sup>+</sup>) among CD45<sup>HI</sup> mononuclear cells isolated from the spinal cords of individual adoptive transfer recipients (right panels). **(B, C)** Total numbers of CD45<sup>HI</sup> infiltrating immune cells, CD4<sup>+</sup> T cells, donor (CD45.1<sup>+</sup>) CD4<sup>+</sup> T cells, B cells, and neutrophils per spinal cord harvested from non-chimeric mice **(B)**, and young→young and young→middle-aged bone marrow chimeras **(C)**, on day 10 postTh17 cell transfer. Each symbol represents a data point generated from a single mouse. Statistical significance was determined using the unpaired 2-tailed Student's *t* test. \**p* < 0.05, \*\**p* < 0.01.

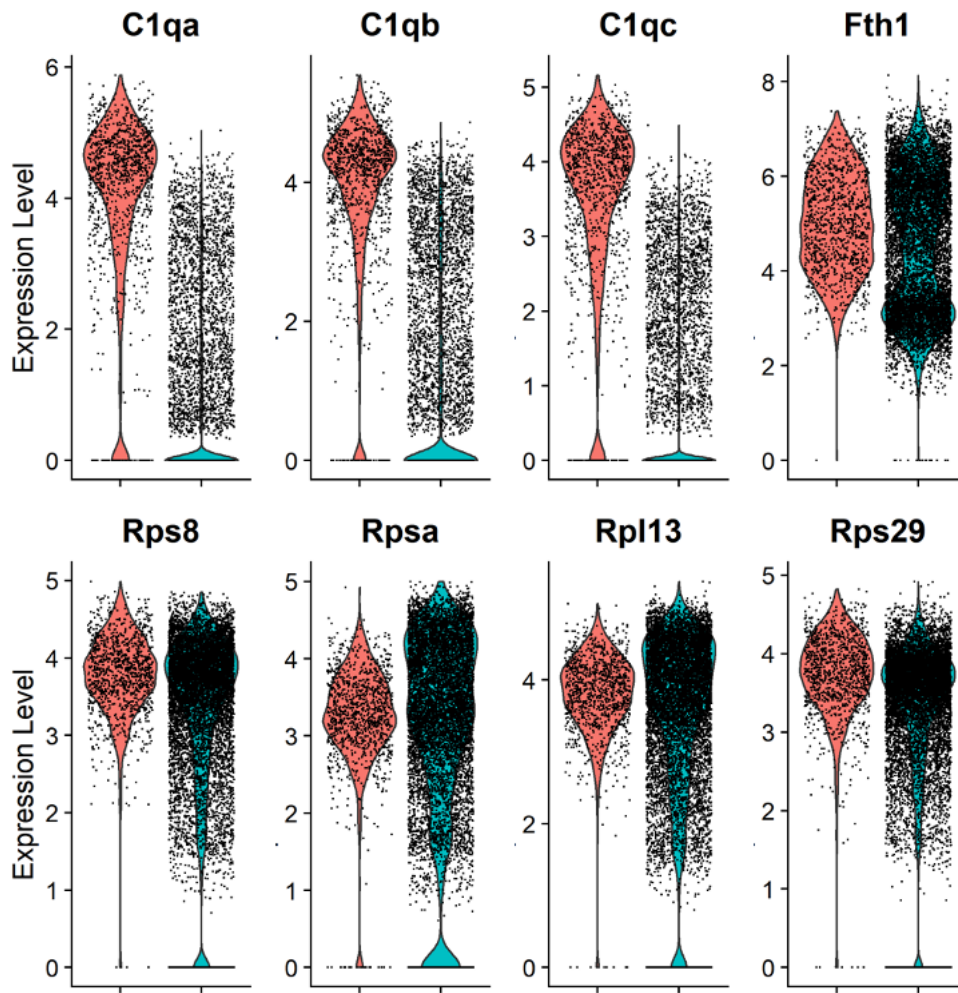

**Supplemental Figure 4. Microglia from middle-aged mice with EAE express high levels of genes identified in microglia located in the rims of chronic active pMS lesions.** CD45<sup>+</sup> mononuclear cells were FACS sorted from middle-aged mice with EAE on day 10 post-cell transfer and subjected to scRNAseq. Selected differentially expressed genes in microglia (red) compared with all other cells (blue), shown as violin pots. Numbers on the y-axis correspond to the z score for each gene.

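On day 10 the 1110 middle-aged cells of both microglial clusters were compared with the 8763 other cells of their library, and with the 5413 of these that were myeloid. The 10 genes drawn had a median log2 ratio of 0.13 [0.118 to 0.139] over all other cells, which moved most on the scale of Seurat, to 0.35. The complement genes were far higher in microglia, with *C1qa* at 3.50 [3.48 to 3.52], *C1qb* at 2.76 [2.74 to 2.78] and *C1qc* at 3.36 [3.34 to 3.39]. *Ftl1* (0.48 [0.47 to 0.50]), *Rps29* (0.16 [0.14 to 0.18]) and *Fth1* (0.099 [0.090 to 0.11]) were higher by less, and over other myeloid cells alone *Ftl1* (-0.058) and *Fth1* (-0.46) were lower. The interval of *Cstb* (-0.0049 [-0.048 to 0.038]) spanned 0. *Rpsa* (-0.60 [-0.62 to -0.58]) and *Rpl13* (-0.35 [-0.37 to -0.33]) were lower in microglia than in all other cells but higher than in other myeloid cells (0.13 and 0.17). These ratios compare cell types within 1 library of middle-aged mice and hold no comparison of ages.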

How the deposited data were processed for this re-analysis (not part of the article)

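For the 4 single-cell libraries the authors counted reads with CellRanger v3.1.0 on mm10 with the genes of GENCODE vM23 (Ensembl 98). In Seurat v4.0.4 they removed cells with fewer than 200 genes or more than 25000 reads, cells beyond 5 median absolute deviations of depth, cells with 10% or more mitochondrial or 50% or more ribosomal reads, and genes found in fewer than 3 cells. They then aligned the libraries with anchors, clustered the cells and tested genes per cell by the Wilcoxon test. The deposited values are raw UMI counts per gene and cell, without normalization, with a cluster number per cell. The median depth of a library ran from 4704.5 to 6196 UMIs per cell, so the detection of a gene in single cells depends on the library and type, and shares of cells with a UMI were also computed after thinning each cell to 2000 UMIs. Clusters were taken as the authors numbered them and were not computed again.

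For the 2 bulk libraries the deposited values are raw read counts from featureCounts on Ensembl release 99, without a filter on low counts. The pseudogene-like transcript *Gm26917* held 10.7% of the counts in young and 10.8% in middle-aged mice. The authors removed genes with low counts and took fold changes from CPM in edgeR, and with 1 library per age no test was run here.

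Cells are not replicates of mice, so no p-value, standard error or number of changed genes was taken from single cells. UMIs were added up by cluster and library, and ratios of CPM were computed in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and drawn with matplotlib 3.10.9. Random lists were drawn from 50 bins of expression among genes with 10 or more counts. The age effect over both days was tested in R 4.3.3 with edgeR 4.0.16 and limma 3.58.1, and again with DESeq2 1.42.0. The residual dispersion of 4 libraries with 1 residual degree of freedom is poorly known, and the difference between days and any difference of handling between libraries enter it. Genes not named by the paper were named by a rule, as the 5 largest rises and falls with 100 or more counts in both libraries together, 50 CPM in 1 of them and, in the single cells, the same direction on both days. Lists of genes, the alternatives and the tests of contamination in the bulk libraries and of bone marrow were chosen before the data were examined. The lists that the paper names came from its own analysis of these libraries, however, so they are not independent of the data. The mean of log-normalized values per cell and the ribosomal list without the Rps6k kinases were added afterwards.

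The ratios were tested on simulated data, by drawing 200 genes with a 4-fold change into libraries of the real depth. The intervals held the true ratio for 95.6%, 95.7% and 95.3% of 6668, 2413 and 7646 genes in microglial clusters 1 and 2 and T cells, and 200 of 200 changed genes had the right direction in each. Unchanged lists of 8 genes fell outside the central 95% of random lists in 4%, 5.25% and 4% of 400 draws. For the test over both days, simulation at the fitted dispersion recovered 95%, 88% and 96.5% of 200 genes with 14, 4 and 2 false calls. At a dispersion of 0.05 it recovered 90%, 79% and 92.5% with 5, 8 and 8. These simulations hold no variation between mice and no handling effects.

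No doublet caller was run. In an alternative, cells with 2 or more UMIs of another lineage's markers, or 5 or more of neutrophil markers, were left out, which left 387 young and 178 middle-aged cells of microglial cluster 1 on day 6, 228 and 295 of cluster 2 and 1277 and 1095 T cells. Deposited clusters 0, 3 and 6 were taken as neutrophil-like, 1 and 5 as monocyte/macrophage-like, 4 as B cell-like, 7 as dendritic cell-like and 9 as NK-like by markers fixed for each type. In each of them these markers had a higher median log2 ratio to the other clusters than those of any other type, a measure added after the clusters were named, with the lowest medians in cluster 5 (1.03) and cluster 0 (1.18). None of the 10 leading genes of cluster 0 is among the neutrophil markers. Clusters 11 and 12 of dividing cells and clusters 13, 14 and 15, which hold genes of more than 1 lineage, were left unnamed. Other alternatives changed the scaling, the genes in the total, the minimum depth per cell, the day and the scale of the fold change. For the test over both days they changed the size factors, the filter, the day block and the tool, and left out each library in turn. With 1 library left out, 1 age is seen on a single day. The fold changes of these fits mix the change between the days with age. Flow cytometry, clinical scores and the other experiments of the paper were not analysed here.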

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

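In 9 gene lists the age difference of day 6 and that of day 10 lay on opposite sides of 0, each with an interval that left 0 out. Differences between the days were not tested, since there was 1 library per age and day. The test of stage given for them was chosen only after the result was seen, whereas the endothelial and bone marrow tests were chosen before.

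In cluster 1 microglia the day 10 medians were -0.18 for antigen presentation, -0.19 for the proteasome, -0.34 for the interferon response and -0.022 for ribosomal proteins, and all 4 lists were above 0 on day 6. In cluster 2 they were -0.15 for chemokines and -0.20 for the interferon response, both above 0 on day 6, and 0.41 for homeostatic genes, which were below 0 on day 6. In CD4+ T cells the genes higher on day 6 had a day 10 median of -0.072 and those lower on day 6 one of 0.19.

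One hypothesis is that middle-aged cells on day 6 lay further along the course from day 6 to day 10. It was tested in cluster 1 microglia by the Spearman correlation, over 8143 genes, of the age difference on day 6 with the change from day 6 to day 10 within middle-aged mice, which was -0.19. Sharing the middle-aged day 6 library pulls this value below 0, and 200 simulations of unchanged libraries gave a mean of -0.50 and a highest value of -0.48. Within young mice the correlation was 0.59, with a simulated mean of 0.47 and a highest value of 0.49. Both lie above the simulated range. The simulated libraries held no change from day 6 to day 10, however. Such a change shared by both ages would by itself move the first correlation towards 0. A young day 6 library unlike the rest would raise both values. Lying above this range is therefore no evidence for the hypothesis in particular. A value above 0, the bar set for the first correlation, is more than the hypothesis requires, since unchanged libraries lie near the simulated mean. The simulations hold no differences between mice or in handling, however, and each point is 1 library, so the test left the hypothesis undecided. An effect of age that is limited to the onset of disease and a difference of handling between the day 6 libraries both stay open and were not tested.

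The bulk libraries showed a difference in genes that the paper does not discuss. A list of 9 endothelial genes had a median log2 ratio of -2.198, with 9 of 9 lower in the middle-aged sample and a percentile of 0. Genes of mural cells and fibroblasts were lower as well (median -2.16, 7 of 7 genes with enough counts), while oligodendrocyte genes (-0.032, 3 genes) and astrocyte genes (0.16, 3 genes) were not. Neuron genes had a median of -0.65, with 2 of 4 lower. These values are those that more vascular cells in the young sample would give, and they might account for part of the 1026 genes that were at least 2-fold lower, though how many was not tested. A loss of vascular transcripts with age itself stays open, since a single library per age cannot tell it from a difference of isolation.

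In the young library of day 10, clusters 6 and 12, which neutrophil granule genes lead, held 6.56% of cells (exact 95% interval 6.08 to 7.07), against 1.03% in middle-aged mice on day 10 and 0.794% and 0.469% in young and middle-aged mice on day 6. Granule genes added up to 7605 CPM in that library and to at most 863 CPM in the others. Carry-over of bone marrow from the vertebrae could give such cells, but then genes of B cell precursors should be raised too. Their level in the young day 10 library was 0.195 of the highest among the other libraries, with 67 UMIs there and 282, 43 and 78 in young and middle-aged mice of day 6 and middle-aged mice of day 10, which argues against it at these low counts. Erythroid genes had 16 UMIs there and 19, 64 and 4 in the others. Release of immature neutrophils into the blood and cord in these mice stays open and was not tested.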

How the results depend on the processing

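Each value was computed again under alternatives of scaling, filter, day and scale. A median or ratio was taken as moved when it left the interval of the chosen setting, a share likewise, and a number of genes when it changed by more than 1.5-fold. Of the summary values 107 stayed, 95 moved and 16 changed sign, and of the values of single genes 423 stayed, 280 moved and 82 changed sign. The mean of log-normalized values per cell and the list without the Rps6k kinases were chosen only after the data were seen, and the other alternatives before. The causes of the changes were not tested. No paired analysis was possible because no mouse or batch links the libraries, and the day alone served as a block in the test over both days. DESeq2 and leaving out replicates were not run on the bulk libraries, which have 1 sample per age.

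The day 10 libraries changed the sign of antigen presentation -0.18, proteasome -0.19, cytokines -0.11, homeostatic 0.051, interferon -0.34 and ribosomal -0.022 in cluster 1 microglia, chemokines -0.15, homeostatic 0.41, interferon -0.20 and ribosomal 0.0023 in cluster 2 microglia, and the 13 genes higher -0.072 and the 10 genes lower 0.19 in CD4+ T cells. They moved the medians of heat shock -0.0060 and rim 0.045 in cluster 1 microglia. With the counts of both days added, the sign changed for homeostatic 0.026 in cluster 2 microglia. That setting moved antigen presentation 0.15, proteasome 0.13, cytokines 0.064, homeostatic -0.51, heat shock -1.22, interferon 0.33, rim 0.11 and ribosomal 0.089 in cluster 1 microglia, chemokines 0.69, interferon 0.42 and rim 0.019 in cluster 2 microglia, and the 13 genes higher 0.29 and the 10 genes lower -0.29 in CD4+ T cells. The sums of both days mix changes between the days with differences of age, since day 6 made up 651042 UMIs beside 2505306 of day 10 in young and 1301062 beside 2498517 in middle-aged cells of cluster 2, so the sign of a sum was not taken as a direction with age.

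Scaling by TMM factors changed the sign of ribosomal 0.036 in cluster 2 microglia and moved rim 0.23 and ribosomal 0.25 in cluster 1 microglia, chemokines 1.10, interferon 0.69 and rim 0.18 in cluster 2 microglia, and the 10 genes lower -0.80 in CD4+ T cells. Leaving mitochondrial, ribosomal protein and heat shock genes out of the total moved rim 0.23 and ribosomal 0.25 in cluster 1 microglia and ribosomal -0.066 in cluster 2 microglia. Without cells holding UMIs of other lineages the sign changed for ribosomal 0.014 in cluster 2 microglia, and the values moved for antigen presentation 1.47, cytokines 0.31, interferon 0.92 and rim 0.13 in cluster 1 microglia and chemokines 0.85 and interferon 0.53 in cluster 2 microglia. On the scale of Seurat the moved medians were heat shock -1.54 and interferon 1.06 in cluster 1 microglia, homeostatic -0.50 and ribosomal -0.012 in cluster 2 microglia, and the 13 genes higher 0.69 and the 10 genes lower -0.43 in CD4+ T cells. By the mean of log-normalized values per cell the sign changed for ribosomal 0.067 in cluster 2 microglia, and the moved medians were antigen presentation 1.26, cytokines 0.22, homeostatic -0.81, heat shock -1.27, interferon 1.595, rim 0.23 and ribosomal 0.32 in cluster 1 microglia, chemokines 0.76, homeostatic -0.23, interferon 1.03 and rim 0.049 in cluster 2 microglia, and the 13 genes higher 0.47 and the 10 genes lower -0.41 in CD4+ T cells. A minimum of 1000 UMIs per cell moved none of these medians.

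The median of the rim genes in microglia over other cells on day 10 moved to 0.19 in young mice, 0.21 over myeloid cells alone and 0.35 on the scale of Seurat. In bulk microglia the homeostatic median moved to -0.15 without mitochondrial and ribosomal protein genes in the total. Without a minimum count 2121 genes were at least 2-fold higher and 2669 lower, against 172 and 1026 with it.

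In the test over both days, the 15 genes called in cluster 1 microglia became 16 with RLE size factors, 53 (28 higher and 25 lower) without a filter beyond 1 count, 6 (2 higher and 4 lower) with 1000 UMIs per cell, 5 with DESeq2 and 0 without the day block, where 60 had an unadjusted p below 0.05. Fits with 1 library left out cannot separate day from age, so their calls are not given. In cluster 2 the 8 genes became 12, 41, 14, 2 and 0 in the same order, with 53 at an unadjusted p below 0.05 in the last. In T cells the 7 genes became 16 (5 higher and 11 lower), 34 (17 higher and 17 lower), 16 (5 higher and 11 lower), 6 and 0. In the last, 48 had an unadjusted p below 0.05.

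Among cells other than microglia the shares of all classes were larger. Beyond the interval of the main share were CD4 T cell-like cells 17.1% (young day 6), 12.0% (middle-aged day 6), 21.8% (young day 10) and 28.1% (middle-aged day 10), and B cell-like cells 6.16% (young day 10) and 3.86% (middle-aged day 10). So were neutrophil-like cells 23.4% (young day 6), 44.3% (middle-aged day 6), 31.3% (young day 10) and 27.5% (middle-aged day 10) and monocyte/macrophage-like cells 41.9% (young day 6), 36.0% (middle-aged day 6), 29.2% (young day 10) and 30.6% (middle-aged day 10), and dendritic cell-like cells 8.20% (young day 6) and 3.64% (middle-aged day 10).

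In cluster 1 microglia the day 10 libraries changed the sign of *H2-Aa* (-0.24), *H2-Ab1* (-0.30), *H2-D1* (-0.13), *H2-Eb1* (-0.32), *H2-K1* (-0.12), *H2-Q7* (-0.091), *B2m* (-0.071) and *Cd74* (-0.23). The sign was also opposite on day 10 for *Psmb4* (-0.19), *Psmb8* (-0.18), *Psmb9* (-0.22), *Psmb10* (-0.15), *Psme1* (-0.33), *Psme2* (-0.17), *Psmb7* (-0.13) and *Il18* (-0.23). Day 10 had the other sign for *Tmem119* (0.054), *Fcrls* (1.46), *P2ry12* (0.049), *Dnaja1* (0.23), *Hspa5* (0.26), *Hsp90ab1* (0.14), *Gbp2* (-0.53) and *Ifitm3* (-0.15). A change of sign was further found for *Ifi27l2a* (-0.11), *Isg15* (-1.48), *Rgs1* (-0.49), *Oasl2* (-0.11), *Rtp4* (-0.37) and *C1qc* (-0.0081). In cluster 2 microglia the genes of opposite sign on day 10 were *Ccl4* (-0.097), *Cxcl9* (-0.21), *Cxcl10* (-0.61), *Cxcl16* (-0.16), *Ccl6* (-0.065), *Fcrls* (2.45), *Tmem119* (0.48), *P2ry12* (0.29) and *Cx3cr1* (0.33). To these were added *Gbp2* (-0.24), *Ifitm3* (-0.17), *Ifi27l2a* (-0.16), *Isg15* (-1.42), *C1qa* (0.33), *C1qb* (0.23), *C1qc* (0.20), *Cstb* (-0.42) and *Fth1* (-0.11). In CD4+ T cells the day 10 values of opposite sign were those of *Csf2* (-0.84), *Tnfrsf4* (-0.21), *Mif* (-0.072), *Lta* (-0.078), *Ifitm3* (-0.31), *Ctla2a* (-0.018), *Ifitm2* (-0.25) and *Ccl4* (-0.98). The others were those of *Zfp36l2* (0.10), *Klf2* (0.14), *S1pr1* (0.23), *Chordc1* (0.24), *Tcf7* (0.34), *Gm26740* (0.43) and *Vps37b* (0.46).

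With the counts of both days added, *Isg15* (-0.063) changed sign in cluster 1, *Cxcl16* (-0.030), *Ccl6* (-0.15), *Tmem119* (0.27), *Cx3cr1* (0.070), *C1qa* (0.18), *C1qb* (0.085), *C1qc* (0.096), *Cstb* (-0.35), *Fth1* (-0.073) and *Ftl1* (-0.046) in cluster 2, and *Csf2* (-0.31), *Ccl4* (-0.37) and *Vps37b* (0.0098) in T cells. By the mean of log-normalized values per cell *Tnf* (0.035) changed sign in cluster 1. In the comparison of microglia with other cells, *Fth1* (-0.46), *Rpsa* (0.13), *Rpl13* (0.17) and *Ftl1* (-0.058) changed sign over myeloid cells alone.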

Differences from the paper's values

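The paper's Figure 8B shows about 29 genes as higher in middle-aged microglia, read by eye, whereas 172 of 14821 genes with 100 or more counts were at least 2-fold higher. None of the alternatives reaches the figure's number, with 172 under TMM scaling, 162 without mitochondrial and ribosomal protein genes in the total, 138 with a prior of 5 counts and 2121 without a minimum count. The paper's text gives no threshold for this figure.

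Fold changes were also read by eye from Figures 9B and 6C and taken to differ beyond 0.1, a precision set once the clusters were matched. Of 15 genes of Figure 9B, 7 differed from the log2 ratios of CPM in cluster 1 microglia. These were *Hspa1a* at -3.35 (the paper's about -2.5, -2.46 on the scale of Seurat), *Hspa1b* at -3.51 (the paper's about -2.2, -2.21 on the scale of Seurat) and *Dnaja1* at -1.82 (the paper's about -1.5, -1.54 on the scale of Seurat). So did *Fcrls* at -2.09 (the paper's about -1.6, -1.63 on the scale of Seurat) and *Hsp90aa1* at -1.23 (the paper's about -1.1, -1.13 on the scale of Seurat). The others in Figure 9B were *Cd74* at 1.37 (the paper's about 1.6, 1.56 on the scale of Seurat) and *H2-Q7* at 1.68 (the paper's about 1.3, 1.34 on the scale of Seurat). In Figure 6C, 4 of 4 genes of T cells differed. They were *Il17a* at 2.61 (the paper's about 1.5, 1.49 on the scale of Seurat) and *Csf2* at 2.04 (the paper's about 1, 1.004 on the scale of Seurat), with *Tnfrsf9* at 1.54 (the paper's about 0.87, 0.87 on the scale of Seurat) and *Dnaja1* at -0.81 (the paper's about -0.7, -0.69 on the scale of Seurat). The signs were alike for all of these genes. The scale of Seurat, an alternative set before the data were examined, came within 0.1 of the figure for each of them. The other alternatives did so for *Hsp90aa1* alone in Figure 9B (TMM scaling, the total without mitochondrial, ribosomal protein and heat shock genes, and the filter on other lineages) and for *Dnaja1* alone in Figure 6C (TMM scaling). Closeness on the scale of Seurat is partly by construction, since those fold changes of Figure 9B were used to choose the cluster, and those of Figure 6C were compared over all clusters as well.

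Some directions differ from the paper's statements. For cluster 1 microglia on day 6 the paper has *Tnf* and *Il1a* as higher in middle-aged mice. *Tnf* was lower (-0.19), and of the settings run the mean of log-normalized values per cell, chosen after seeing the values, alone gave the paper's direction (0.035). The interval of *Il1a* (0.055) spanned 0. The paper's text has complement genes and ribosomal proteins as relatively high in middle-aged microglia of both clusters, read here as higher than in young mice. The supplemental figure it cites for them compares microglia with all other cells of middle-aged mice on day 10 and not the ages. *C1qa* did not differ in cluster 1 (-0.0018), though it was higher with TMM scaling, with the reduced total and on day 10, and lower on the scale of Seurat and without cells holding UMIs of other lineages. *C1qb* was lower on day 6 (-0.12 by CPM) and did not differ on day 10 (-0.0040). In cluster 2, *C1qa*, *C1qb* and *C1qc* were lower on day 6 (-0.26, -0.39 and -0.25) and higher on day 10. Ribosomal protein genes had a median of -0.044 in cluster 2. It was above 0 with TMM scaling, without cells holding UMIs of other lineages, on day 10 and by the mean of log-normalized values, the last chosen after seeing the values.

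For naive microglia in bulk the paper has homeostatic genes as lower, and of the 4 followed 3 were lower, but *Tmem119* was slightly higher in middle-aged mice (0.032) in each setting. The supplemental figure on day 10 is titled with high levels of the rim genes in microglia, and of 9 of its genes 6 were higher than in all other cells. *Rpsa* (-0.60) and *Rpl13* (-0.35) were lower, and higher over myeloid cells alone. *Cstb* (-0.0049) did not differ, and was higher in young mice and on the scale of Seurat but lower over myeloid cells alone (-0.57). *Fth1* (-0.46) and *Ftl1* (-0.058), which are among the 6, were lower over myeloid cells alone as well. The cause of these differences was not tested.

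Among CD45+ cells on day 10 the paper, by flow cytometry, has CD4+ T cells and neutrophils as more frequent and B cells as less frequent in middle-aged mice. Neutrophil-like cells were 28.0% of cells in young and 24.5% in middle-aged mice, and lower in middle-aged mice too with 1000 UMIs per cell and among cells other than microglia. The class includes the 515 young and 83 middle-aged cells of cluster 6. Clusters 0 and 3 alone, a division made after the values were seen, were 22.8% of cells in young and 23.6% in middle-aged mice. CD4 T cell-like cells were more frequent and B cell-like cells less frequent in middle-aged mice, as in the paper.

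The paper tested genes across cells, which treats the cells of 1 library as independent. In the test over both days, of the genes that the paper names edgeR called 0 of 43 in cluster 1, 1 of 20 in cluster 2 and 0 of 23 in T cells. RLE size factors called 1 in cluster 1, and without a filter beyond 1 count 3, 2 and 1 were called in the 3 in turn.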

Other observations

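The tests of granule genes, heat shock genes and *Cxcl2* were chosen only after the results were seen. The test of immediate-early genes was chosen before.

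The neutrophil granule genes *Camp*, *Ngp* and *Ltf*, added up, were lower in middle-aged than in young cluster 1 microglia on day 6, with a log2 ratio of -6.99 [-8.31 to -5.94]. Free neutrophil RNA in the young library was tested as a cause by looking at 5 other classes, of which 4 were lower beyond counting error, with a median ratio of -1.65. The level in young cluster 1 microglia was 37.0 times the highest among T, B and NK cells of the library, but 1256 of its 1282 UMIs lay in 2 cells. That argues against free RNA as the source of this part, since it would reach all cells alike. A few cells holding RNA of both types were tested by leaving out these 2 cells, which had 10 or more such UMIs each. The ratio was then -1.38 [-2.83 to -0.14] on 26 and 7 UMIs, so these cells might account for most of the size of the difference but not for all of it. What was left in young mice, 7.66 CPM, was 0.760 of the highest level among T, B and NK cells, and the ratio left lay near those of T cells (-1.45) and B cells (-1.65). NK cells had 7 and 0 UMIs. Cluster 2 microglia, not among the 5 classes, had 12 and 19, a ratio of -0.34 [-1.45 to 0.84]. The values of T and B cells are those that free RNA would give, while cluster 2 microglia showed no clear fall. All of them rest on few UMIs of genes picked for the pattern, so for this part free RNA stays open and was not separated from age.

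Heat shock genes were lower in middle-aged mice on day 6 in 7 of 7 classes other than microglia, with a median over these classes of -0.70. The medians ran from -0.92 in monocyte/macrophage-like cells of cluster 1 to -0.15 in neutrophil-like cells, with -0.32 in cluster 2 microglia. Stress or handling of the whole young day 6 library could give such a pattern. The fall in cluster 1 microglia was more than that of every other class, however, so the test left open whether handling is the whole cause, and an effect of age was not separated from it.

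*Cxcl2* rose by 2156 CPM in cluster 2 microglia of middle-aged mice on day 6. Neutrophil-like cells of deposited cluster 0, which held 26994.5 CPM of it, could have supplied that through free RNA or doublets. Were 7.99% of the RNA of cluster 2 from these cells, 7 neutrophil markers should rise by set amounts. Their rise was a median of 0.61 of the needed one, from -0.046 for *Cxcr2* to 1.73 for *Ly6g*, which stood at only 1.54 and 4.61 CPM. The most abundant markers, *S100a8* (0.99) and *S100a9* (1.26), rose by about the needed amount, while *Retnlg* (0.40), *Mmp9* (0.19) and *Cxcr2* fell short of it. These amounts hold for cluster 0 alone. Over all libraries *S100a8* stood at 16520.1 CPM there, but at 89721.3 and 133632 CPM in neutrophil-like clusters 3 and 6. The markers thus neither exclude cluster 0 as a source nor show that it supplied the whole rise.

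In bulk microglia 12 immediate-early genes had a median log2 ratio of 0.48, with 12 of 12 higher in middle-aged mice. This is the pattern that activation of the cells during isolation would give, and it may have raised chemokine and cytokine genes in the same sample. Microglia that are activated in the living mouse would show it as well, and with 1 library per age the 2 were not separated. Erythroid genes (0.34, 2 genes with 100 counts) and neutrophil granule genes (0.22, 3 genes, percentile 97.81) were higher too. *Itgax*, which encodes CD11c, had a log2 ratio of 0.85 [0.77 to 0.92] with 2096 and 3621 counts.

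Of all cells in each library, young and middle-aged on day 6 and then on day 10, CD4 T cell-like cells were 15.7, 11.3, 19.5 and 24.9%, B cell-like cells 3.55, 1.84, 5.52 and 3.42% and neutrophil-like cells 21.5, 41.7, 28.0 and 24.5%. Monocyte/macrophage-like cells were 38.5, 33.9, 26.2 and 27.1%, dendritic cell-like cells 7.53, 2.88, 2.01 and 3.23% and NK-like cells 3.11, 0.958, 2.47 and 1.83%. Shares of a whole depend on one another and on how the cells were sorted and loaded. Of lymphoid cells alone, T cells were 70.2, 80.2, 71.0 and 82.6% and B cells 15.9, 13.0, 20.0 and 11.3%, and of myeloid cells alone neutrophils were 31.8, 53.1, 49.9 and 44.6%.

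*Xist*, a transcript of female cells, was present in each of the 4 single-cell libraries and in both bulk libraries (42401 and 55599 counts), and 4 genes of the Y chromosome had 0 counts in the bulk libraries.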
